# Lipid catabolism inhibition sensitizes prostate cancer cells to antiandrogen blockade

**DOI:** 10.18632/oncotarget.17359

**Published:** 2017-04-21

**Authors:** Thomas W. Flaig, Maren Salzmann-Sullivan, Lih-Jen Su, Zhiyong Zhang, Molishree Joshi, Miguel A. Gijón, Jihye Kim, John J. Arcaroli, Adrie Van Bokhoven, M. Scott Lucia, Francisco G. La Rosa, Isabel R. Schlaepfer

**Keywords:** CPT1A, prostate cancer, enzalutamide, ranolazine, INPP5K

## Abstract

Prostate cancer (PCa) is the most common malignancy among Western men and the second leading-cause of cancer related deaths. For men who develop metastatic castration resistant PCa (mCRPC), survival is limited, making the identification of novel therapies for mCRPC critical. We have found that deficient lipid oxidation via carnitine palmitoyltransferase (CPT1) results in decreased growth and invasion, underscoring the role of lipid oxidation to fuel PCa growth. Using immunohistochemistry we have found that the CPT1A isoform is abundant in PCa compared to benign tissue (n=39, p<0.001) especially in those with high-grade tumors. Since lipid oxidation is stimulated by androgens, we have evaluated the synergistic effects of combining CPT1A inhibition and anti-androgen therapy. Mechanistically, we have found that decreased CPT1A expression is associated with decreased AKT content and activation, likely driven by a breakdown of membrane phospholipids and activation of the INPP5K phosphatase. This results in increased androgen receptor (AR) action and increased sensitivity to the anti-androgen enzalutamide. To better understand the clinical implications of these findings, we have evaluated fat oxidation inhibitors (etomoxir, ranolazine and perhexiline) in combination with enzalutamide in PCa cell models. We have observed a robust growth inhibitory effect of the combinations, including in enzalutamide-resistant cells and mouse TRAMPC1 cells, a more neuroendocrine PCa model. Lastly, using a xenograft mouse model, we have observed decreased tumor growth with a systemic combination treatment of enzalutamide and ranolazine. In conclusion, our results show that improved anti-cancer efficacy can be achieved by co-targeting the AR axis and fat oxidation via CPT1A, which may have clinical implications, especially in the mCRPC setting.

## INTRODUCTION

Prostate cancer (PCa) is the most commonly diagnosed malignancy and the second highest contributor to cancer deaths in men in the Western World [1]. Currently, the standard approach to first-line systemic treatment for advanced PCa is built on androgen deprivation therapy (ADT) and although nearly all patients initially respond, resistance to ADT develops overtime, frequently related to restored AR signaling [2]. Since patients with metastatic, castration-resistant prostate cancer (mCPRC) have a limited survival, improved treatment options in this setting are critical. The role of lipid use in mCRPC is incompletely understood, but it may involve a gene expression program orchestrated by novel and restored AR signaling pathways [3]. In fact, lipid synthesis is a major target of androgen action in PCa cells [4, 5] but the identification of lipogenic enzymes as targets for therapy remains challenging.

Although new Highly-Effective Androgen Therapy (HEAT) such as the androgen receptor inhibitor Enzalutamide [6] and the androgen biosynthesis inhibitor Abiraterone acetate [7] have been shown to provide a survival advantage in mCRPC, virtually all patients acquire secondary resistance [8]. In some cases, this is likely mediated by AR variants that promote androgen-regulated programs [9], which also affects the lipid metabolic program [10]. Some AR variants are constitutively active isoforms of the AR lacking the ligand-binding domain, yet retaining transcriptional activity in a ligand-independent fashion. Of these, AR variant-7 (ARv7) has been identified as the most relevant in insensitivity to HEAT in men with advanced PCa [8].

The role and relative contribution of lipids in PCa appears different from other cancer types. While most cancer cells primarily utilize glycolysis, several lines of evidence suggest that PCa utilizes lipid as fuel to a greater extent, although the mechanisms are poorly understood [11, 12]. The overexpression of key lipid enzymes in PCa is characteristic of both primary and advanced disease [13], suggesting that targeting lipid catabolism in PCa may be more relevant than in other cancer types. In particular, our studies focus on the CPT1A enzyme and its role in PCa, facilitating the entry of long chain fatty acids into the mitochondria for oxidation [12, 14] and supporting the importance of this lipid utilization pathway in PCa. Several lines of evidence indicate that intracellular lipid oxidation is important in cancer cell survival [15], resistance to radiation [16], oxidative stress [17] and activation of oncogenic signaling pathways [18]. Altogether, lipid oxidation is an important component of metabolic reprograming in cancer that remains to be exploited for therapy in PCa.

One way to study the role of lipid oxidation involves the use of clinically-approved metabolic inhibitors that could facilitate translational studies [19]. Ranolazine is a partial beta-oxidation inhibitor that is FDA-approved for the treatment of angina and reduces beta oxidation in the heart [20]. Another inhibitor is Perhexiline [21], which works by inhibiting CPT1 specifically, but unlike etomoxir [22], it is clinically used outside of the USA (Pexsig, Australia). Etomoxir is not FDA approved. Presently, there are no studies of these metabolic drugs in combination with anti-androgens, making them attractive tools to explore the role of lipid oxidation in PCa and design novel optimal therapies.

In our previous studies [14], we used an acute dose of etomoxir that resulted in cell death by apoptosis and a dramatic downregulation of the AR mRNA expression. In this manuscript, we have focused on a CPT1A knockdown (KD) model, which represents a long-term adaptation of the LNCaP cells to chronic downregulation of the CPT1A enzyme. We have found that by maintaining AR expression and action, the CPT1AKD cells are able to survive (albeit slower growth). Whether the acute effect of etomoxir on AR mRNA is direct, mediated by CPT1 inhibition or caused by off-target effects of the drug remains unknown. In fact, etomoxir can also work as a direct ligand for the peroxisome proliferator-activated receptor-α (PPARα) [23], suggesting that off-target effects of etomoxir may also contribute to its effects on AR and cell viability.

In this study, we have evaluated the synergistic effects of combining CPT1A inhibition and anti-androgen therapy in PCa cells to better understand the relationship of these pathways. We first examined the phenotypic changes associated with CPT1AKD and knockout (KO) to validate the relevance of this pathway in PCa and once the importance was established, we evaluated the synergistic effects with antiandrogens. We have found that fat oxidation blockade via CPT1AKD results in a compensatory increase in AR pathway activation leading to an increased sensitivity to enzalutamide (MDV3100). Furthermore, pharmacological inhibition of beta-oxidation also synergized with enzalutamide in decreasing PCa growth, highlighting the unexplored crosstalk between the AR axis and fat oxidation in advanced PCa.

## RESULTS

### CPT1A is increased in advanced prostate cancer

In order to examine the levels of CPT1A expression in human PCa we evaluated 39 cancer prostatectomy cases from University of Colorado Hospital, Figure 1. Serial sections of whole-mount prostate samples were used to identify prostate cancer by H & E staining followed by CPT1A specific staining (Figure 1A). The expression of CPT1A was cytoplasmic and only observable in the epithelial component of the luminal glands, with no staining in the stroma or basal cell layer, Figure 1B and Supplementary Figure 1 (additional 40X images). Increased expression was observed in the involved cancerous areas, especially the higher grade areas (Gleason patterns 4 and 5). Figure 1C shows the results of the CPT1A stain analysis in 39 whole prostatectomies by Gleason score. These results are in agreement with the database from Oncomine™ as shown in Supplementary Table 1 and Figure 1D, where increased expression of CPT1A was observed in high-grade PCa [24]. We have also examined c-BioPortal to assess gene alterations. We have found CPT1A to be amplified in 22 % of cases (*n* = 107) in the neuro-endocrine prostate cancer (NEPC, Figure 1E) dataset from the Trento/Cornell/Broad 2016 database [25], which also brings attention to the drug-resistant PCa tumors, including LNCaP cells that were treated for a long time with enzalutamide. The fact that they find 22% of their cases with CPT1A amplification underscores the potential relevance of a metabolic treatment for high-risk neuro-endocrine-type and castration-resistant PCa. Additionally, another important dataset from the stand-up-2-cancer group (SU2C/PCF Dream team, Figure 1E) also shows CPT1A gene altered (mainly amplification) in 11 % of PCa cases (*n* = 150) [26]. Additional database studies are shown in Supplementary Figure 1.

**Figure 1:**
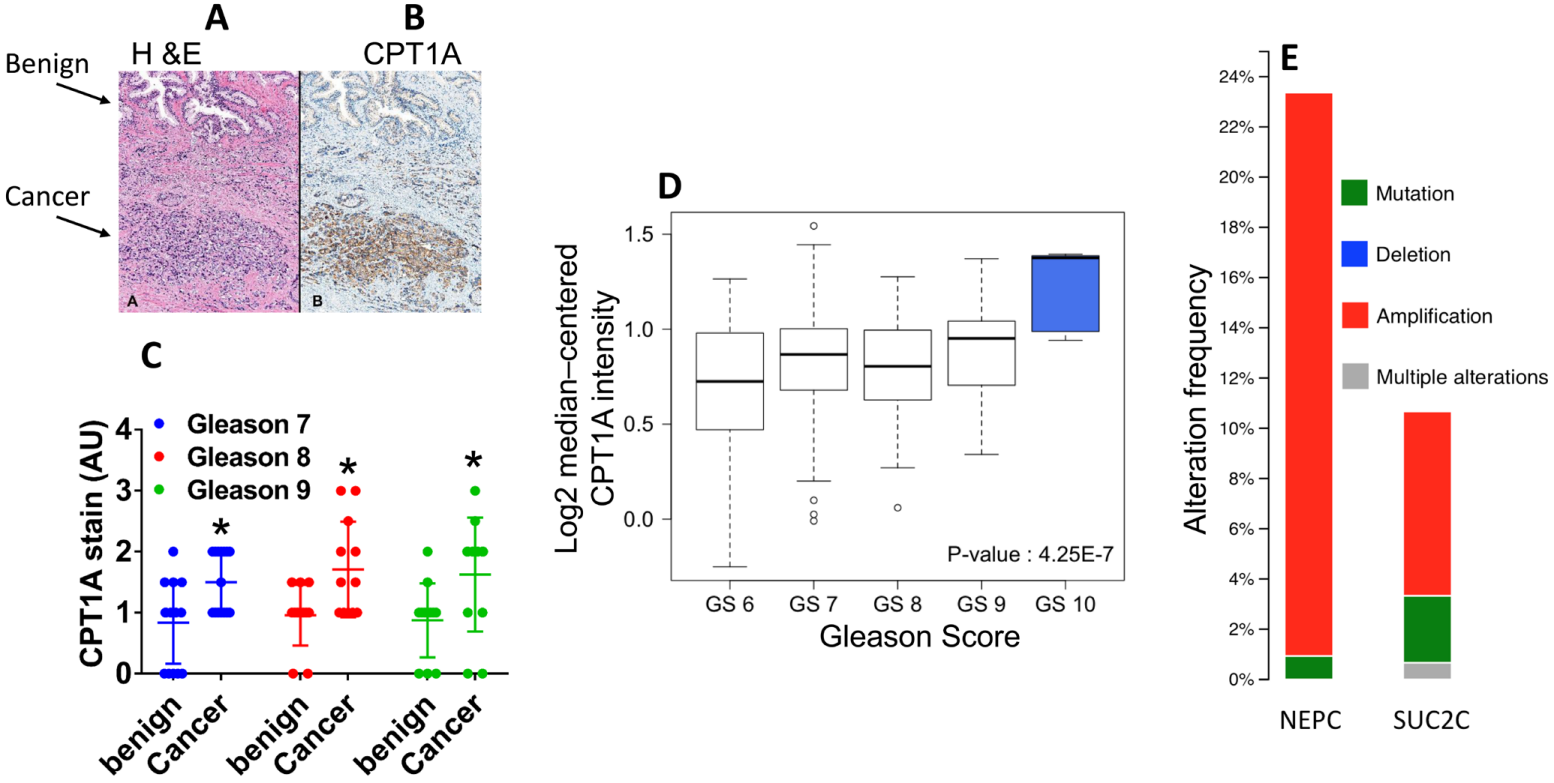
CPT1A expression is increased in advanced prostate cancer **A.**-**B.** Representative images of serial sections of benign and cancer tissue (arrows) from the same RRP specimen stained with H&E (A) or CPT1A (B) specific stain. **C.** Quantification of CPT1A stain in 39 RRP specimens grouped by Gleason Score (GS). ANOVA: p < 0.0001, post hoc tests for each GS group compared to benign: GS7, n = 15, *p = 0.02; GS8, n = 12 *p = 0.018; GS9, n = 12, *p = 0.02. AU = arbitrary units. **D.** Graphical representation of Oncomine data (Setlur dataset) showing increased expression of CPT1A with advanced Gleason score. **E.** Graph from cBioPortal showing CPT1A gene amplification in neuroendocrine (NEPC) and adenocarcinoma (SUC2C) samples in 2 recent datasets (Trento /Cornell/Broad 2016 and stand-up-2-cancer/PCF projects, respectively).

### CPT1A is needed to maintain viability and invasion of prostate cancer cell lines

We have previously shown that knockdown (KD) of CPT1A decreases beta-oxidation in LNCaP cells [12, 14]. In this work, we further examined biochemical and growth characteristics in these KD cells, Figure 2. We found increased lipid droplet accumulation and decreased clonogenic growth and invasion in the CPT1A-KD (sh-1, -2) clones compared to controls (NT, non-targeting shRNA), Figure 2B-2C-2D. Furthermore, CRISPR editing of CPT1A gene in LNCaP cells also mirrored the effects of the KD clones, but with a more pronounced phenotypic change, leading to markedly reduced cell viability and death, Figure 2E-2F-2G. Additionally, these knockout (KO) cells also show decreased invasion potential and decreased lipid oxidation compared to controls, Figure 2H-2I. The lack of obliteration of lipid oxidation in the KO cells is likely due to peroxisome oxidation, since these organelles also oxidize lipids. The CPT1A-KO results are in agreement with the embryonic lethality seen in Cpt1a-KO mice, underscoring a critical role in survival for CPT1A [22]. Since the CPT1A-KO cells exhibited substantial reduced viability, we proceeded with shRNA-derived clones for the subsequent studies.

**Figure 2:**
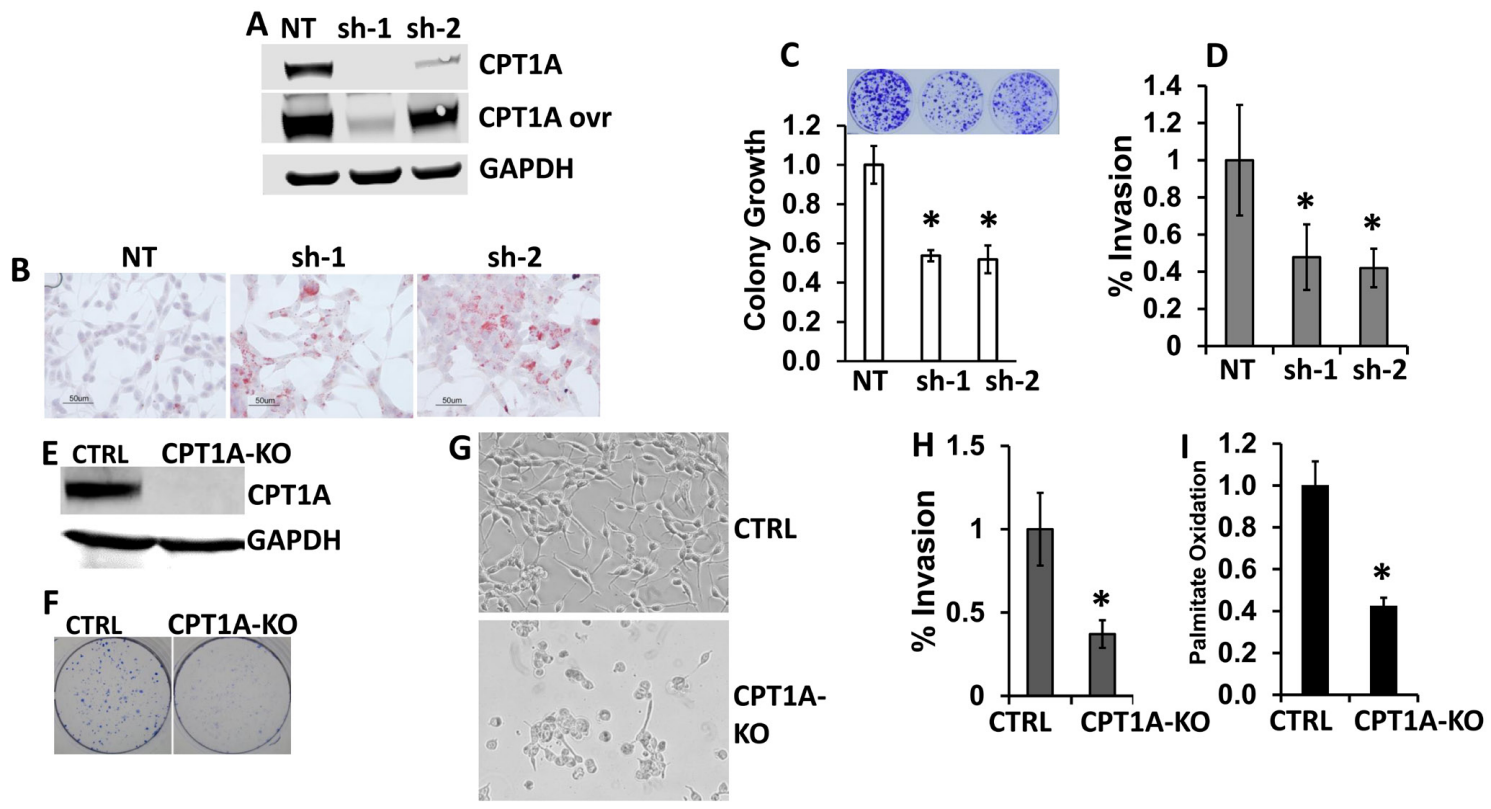
CPT1A is needed to maintain viability and invasion of prostate cancer cell lines **A.** Western blot of CPT1A- knockdown (KD) LNCaP clones (sh-1 and sh-2). **B.** Increased accumulation of lipid in CPT1A-KD clones. Red stain shows lipid droplets. **C.** Decreased clonogenicity of CPT1A-KD clones, *p < 0.01 compared to control (NT). **D.** Decreased invasion of KD clones compared to controls (NT), *p < 0.01. **E.** Western blot of CPT1A-KO CRISPR-edited LNCaP cells (CPT1A-KO). **F.**-**G.** Representative clonogenic assay (F) and live cell photographs (G) of CPT1A-KO cells. **H.** Decreased invasion of CPT1A-KO cells compared to controls (CTRL), *p < 0.01. **I.** Decreased palmitate oxidation in CPT1A-KO cells compared to control clones, *p < 0.01.

### Increased AR action and AR-regulated genes in CPT1A-KD LNCaP cells

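LNCaP is an androgen-sensitive human prostate cancer cell line. Total RNA was taken from attached LNCaP cells of 3 groups with 2 libraries each. The control cells carried a non-targeting shRNA (NT), and the clones sh-1 and sh-2 carried 2 different shRNAs against CPT1A, TRCN0000036279 and TRCN0000036281. CPT1A, the targeted gene, lies on chromosome 11 of GRCh37 from 68522088 to 68611878 on the minus strand and has 19 exons in its reference transcript. Its values were 52.1 and 51.4 FPKM in NT, 10.6 and 10.4 in sh-1, and 20.2 and 19.4 in sh-2. Its log2 fold change was -2.29 (standard error 0.04, adjusted p = 1.16e-05 from limma) in sh-1 and -1.38 (standard error 0.04, adjusted p = 9.74e-06 from limma) in sh-2, so every library labelled as knockdown was below both NT libraries. The remaining CPT1A mRNA was lower in sh-1 than in sh-2 by a log2 difference of -0.91 (adjusted p = 2.81e-05 from limma).
The authors sequenced single reads, aligned them to hg19 with tophat, and estimated fragments per kilobase of transcript, scaled to the number of mapped reads (FPKM), with cufflinks, using bias correction and quartile normalization. FPKM are not read counts, and the number of reads behind each value does not accompany them. The paper's methods give the average number of reads and the average mapping rate of its samples, but these are not given per library. Where few reads fall on a gene, its values move in steps of 1 read. Read as depth, the size of these steps put the libraries between 0.971 and 1.11 times NT replicate 1. The quartile normalization also scales these steps, so this reading was not checked against read numbers. The median FPKM of the tested genes was 10.6 and 10.7 in NT, 11.0 and 10.8 in sh-1, and 10.3 and 10.2 in sh-2.
The values were analysed here as log2(FPKM + 0.1) with limma, all 6 libraries in 1 fit, over the 13740 named genes with a mean of at least 0.5 FPKM. A log2 fold change on this scale understates the change of genes with low values. Two-sided p-values were adjusted by the Benjamini-Hochberg method, and genes with an adjusted p under 0.05 were called changed. The replicates of a group differed by a robust SD of the log2 ratio of 0.119 in NT, 0.0882 in sh-1 and 0.102 in sh-2. Whether the libraries of a group came from separate cultures is not stated. The p-values measure changes against the spread between libraries, not between separately made knockdown or control populations. A called change is therefore a difference between these cell populations, and need not come from the knockdown.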

In order to identify the molecular basis for the increased lipid accumulation and decreased growth in the LNCaP CPT1A-KD cells, we performed RNAseq studies. Figure 3A-3C show results of our gene expression analysis. 

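Against NT, 2974 genes were upregulated and 2765 were downregulated in sh-1 at an adjusted p under 0.05 from limma. In sh-2, 4083 genes were upregulated and 5462 were downregulated. The genes changed in the same direction in both clones numbered 1342 upregulated and 1584 downregulated, and 1489 genes were changed in both clones in opposite directions. Most changes were small: the median absolute log2 fold change of the called genes was 0.35 in sh-1 and 0.54 in sh-2, and 91.7% and 81.6% of them changed by less than 2-fold. With a change of at least 2-fold required, the alternative that moved these counts most, 93 common genes were upregulated and 110 were downregulated. Leaving out sh-1 replicate 1 left 737 common upregulated and 904 common downregulated genes, leaving out sh-1 replicate 2 left 821 and 872. The genes changed in opposite directions then numbered 714 and 764, and 977 without NT replicate 1. For sh-1 alone, 1463 genes were upregulated and 1574 downregulated without its replicate 1, and 1685 and 1511 without its replicate 2.
Both clones were set against the same NT libraries, which by itself makes their changes alike. In 100 simulations of unchanged clones against shared controls, at most 2 genes were called in both clones in the same direction, against the 2926 observed. Because unchanged clones give almost no calls, this count cannot tell changes shared by the clones from separate changes that coincide. The Pearson correlation of the log2 fold changes across genes, which are not independent replicates, was 0.376, below the lowest value of 0.394 in the simulations, whose mean was 0.507. The share of genes with the same direction was 58.3%, against 65.7% to 67.5% in the simulations. In the data many genes changed, unlike in the simulations. A correlation or share below the simulated ones therefore does not show that the clones agree less than chance. With each clone set against a different NT library, which takes out the shared controls, the correlation was still positive, at 0.119 or 0.1. Without the 302 genes of small RNAs, an alternative chosen after seeing the data, the correlation was 0.322 against a lowest simulated value of 0.414, and 0.271 or 0.284 with different NT libraries.
Of the genes called higher in both clones whose knockdown libraries all lay outside the NT range, the 5 with the largest change in the clone where it was smaller were SNORD14B and SNORD15B, both listed at 0 in NT, FAM5C, MAGEC1 and ETV1. ETV1, on chromosome 7 of GRCh37 from 13930854 to 14031050, rose from 0.399 ± 0.0507 FPKM (SD, n = 2) in NT to 41.6 ± 1.02 (SD, n = 2) in sh-1 and 13.2 ± 1.06 (SD, n = 2) in sh-2. MAGEC1, on chromosome X of GRCh37 from 140991680 to 140997160, rose from 0.00512 ± 0.000136 FPKM (SD, n = 2) to 4.63 ± 0.597 (SD, n = 2) and 2.96 ± 0.231 (SD, n = 2). The 5 downregulated genes chosen in the same way were SNORD23, RN5S9 and SNORA50, listed at 0 in every knockdown library, SLC22A3 and MEST. SLC22A3, on chromosome 6 of GRCh37 from 160769410 to 160873609, fell from 35.0 ± 0.246 FPKM (SD, n = 2) to 0.129 ± 0.028 (SD, n = 2) in sh-1 and 0.326 ± 0.0238 (SD, n = 2) in sh-2. MEST, on chromosome 7 of GRCh37 from 130126012 to 130146306, fell from 15.3 ± 0.688 FPKM (SD, n = 2) to 0.0286 ± 0.0189 (SD, n = 2) and 0.48 ± 0.125 (SD, n = 2). SLC22A3 fell although it lies on a long stretch of chromosome 6 with a median change above 0 in both clones. Adjusted p was at most 4.98e-05 from limma for these 4 genes in either clone. Parental LNCaP cells were not sequenced, so it is not known whether NT or the clones depart from them in these genes.

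**Figure D1:**
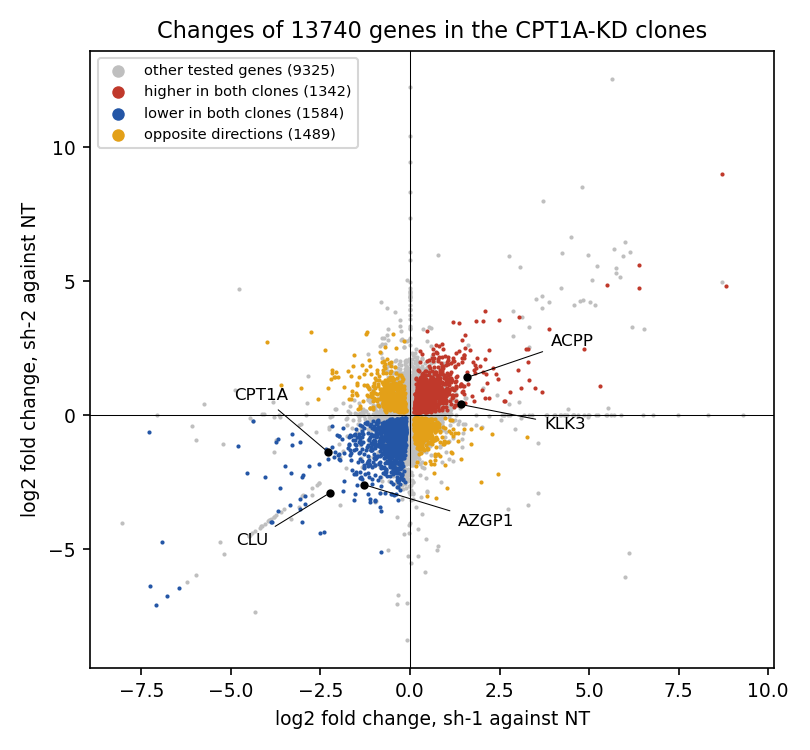
Log2 fold change of each of the 13740 tested genes in sh-1 (horizontal axis) and sh-2 (vertical axis) against NT, on the log2(FPKM + 0.1) scale. Red points are the 1342 genes called higher in both clones, blue points the 1584 called lower in both and orange points the 1489 called in opposite directions. CPT1A lies among the blue points.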

There were 187 and 232 common significant up and downregulated genes respectively (see Supplementary Table 4 for a complete list of significant genes, pathway analysis and String Network). Interestingly, pathway analysis only identified 2 significant pathways (glutathione metabolism and cell adhesion), which likely reflects the decreased growth due to oxidative stress and increased cell adhesion (less invasion) with decreased CPT1A expression, Figure 2C-2D. 

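The 5 glutathione transferase genes behind the glutathione metabolism pathway did not change in one direction. GSTA1, on chromosome 6 of GRCh37 from 52656169 to 52668658, was 3.55 ± 0.699 FPKM (SD, n = 2) in NT, 9.19 ± 0.116 (SD, n = 2) in sh-1 and 19.0 ± 0.458 (SD, n = 2) in sh-2, and its log2 fold change was 1.36 (standard error 0.13, adjusted p = 0.00120 from limma) in sh-1 and 2.40 (standard error 0.13, adjusted p = 4.30e-05 from limma) in sh-2. GSTA2 and GSTA4 lie on the same stretch, at 52614885 to 52628273 and 52842746 to 52860102. GSTA2 had log2 fold changes of 1.01 in sh-1 and 1.29 in sh-2, at no more than 2.02 FPKM in any library, and GSTA4 had 0.81 and 1.31. GSTA1 and GSTA2 are close paralogs, between which short reads could be split. GSTM3 on chromosome 1 and GSTO1 on chromosome 10 were lower in both clones, with log2 fold changes of -0.54 and -0.78 for GSTM3 and -0.48 and -1.13 for GSTO1. All 5 genes had an adjusted p of at most 0.00768 from limma in either clone. The 367 tested genes of chromosome 6 beyond about 42.3 Mb, which include the 3 GSTA genes, had a median log2 fold change of 0.28 in sh-1 and 0.47 in sh-2. Relative to that median, the log2 fold change was 1.08 in sh-1 and 1.94 in sh-2 for GSTA1, 0.73 and 0.83 for GSTA2, and 0.53 and 0.84 for GSTA4. Over a list of 37 tested glutathione metabolism genes, the median log2 fold change was -0.11 in sh-1 (adjusted p = 0.112 from limma's camera). In sh-2 it was -0.06, with a mean of 0.02 and a test pointing upward (adjusted p = 0.851 from limma's camera), and under quantile normalization the median became 0.11. In sh-1, 24 of these genes changed when adjusted over the list alone and 22 when adjusted over all genes tested, and in sh-2 26 and 26.
The genes behind the cell adhesion pathway, apart from NCAM2 and CADM1, also went both ways. NLGN4X had a log2 fold change of 1.78 in sh-1 and 1.69 in sh-2, and NTNG1 of 1.83 and 3.49. CLDN3 fell by 0.80 and 1.03, and CLDN23 fell by 0.66 and 0.51. Adjusted p was at most 0.00362 from limma for these 4 genes. NRXN3 and HLA-DRA had means below the minimum for testing. NRXN3 had 0.954 and 0.68 FPKM in NT, 0.0507 and 0.0353 in sh-1, and 0.0305 and 0.0816 in sh-2. HLA-DRA had 0.884 and 1.09 FPKM in NT, 0.17 and 0.134 in sh-1, and 0.0565 and 0.182 in sh-2, so both were lower in every knockdown library. From the glutathione and cell adhesion genes, the paper proposes oxidative stress and increased adhesion as reasons for the lower growth and invasion of the clones.

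**Figure D2:**
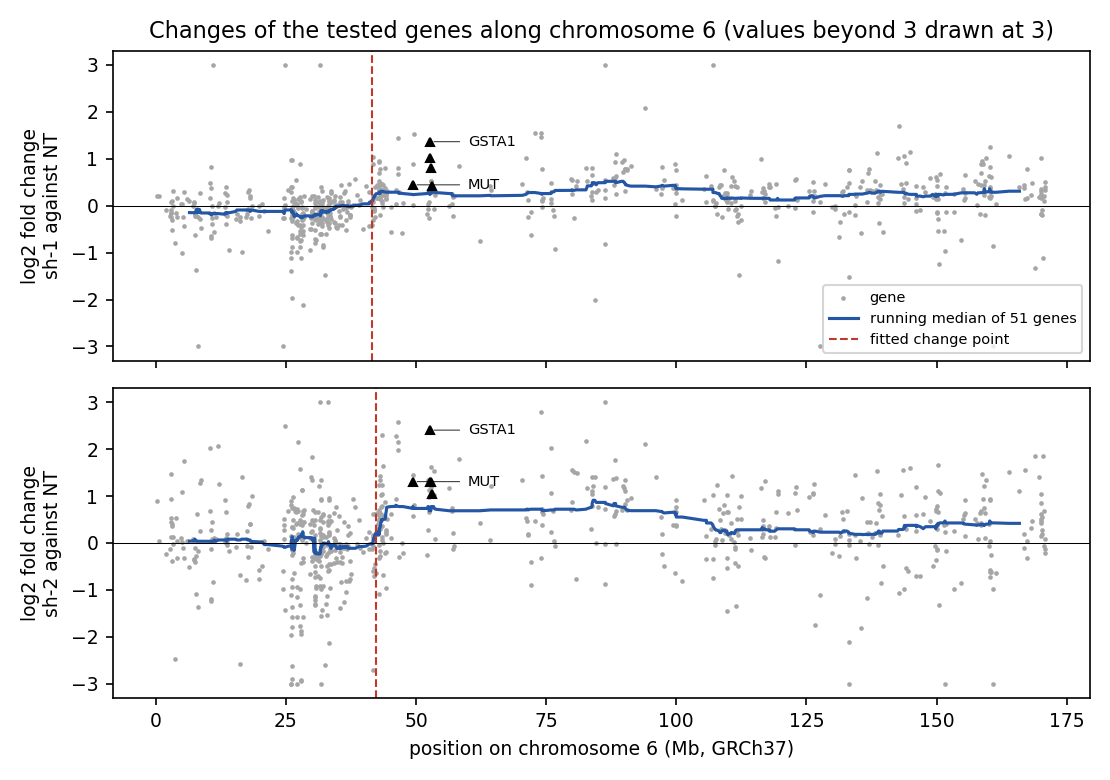
Log2 fold change of each tested gene of chromosome 6 against its position (GRCh37, Mb), in sh-1 (upper panel) and sh-2 (lower panel) against NT. Grey points are genes, the blue line is a running median over neighbouring genes, the dashed line is the change point fitted to that clone, at 41.5 Mb in sh-1 and 42.3 Mb in sh-2, and triangles mark MUT, GSTA2, GSTA1, GSTA4 and ELOVL5. Values beyond 3 are drawn at 3. The running median lies above 0 to the right of the change point and varies around or below 0 to its left, where in sh-2 it also rises above 0 over a short part.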

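KLK3, which encodes prostate-specific antigen (PSA), lies on chromosome 19 of GRCh37 from 51358171 to 51364020 on the plus strand, next to its close paralog KLK2, with which short reads can be shared. It was 361 ± 4.09 FPKM (SD, n = 2) in NT, 961 ± 0.671 (SD, n = 2) in sh-1 and 475 ± 26.9 (SD, n = 2) in sh-2, and its log2 fold change was 1.41 (standard error 0.05, adjusted p = 6.73e-05 from limma) in sh-1 and 0.40 (standard error 0.05, adjusted p = 7.05e-04 from limma) in sh-2. The rise was larger in sh-1 than in sh-2 by a log2 difference of 1.02 (adjusted p = 3.04e-05 from limma). ACPP, the prostatic acid phosphatase gene on chromosome 3 of GRCh37 from 132036213 to 132087146, rose from 5.84 ± 0.364 FPKM (SD, n = 2) in NT to 17.9 ± 0.411 (SD, n = 2) in sh-1 and 15.6 ± 0.615 (SD, n = 2) in sh-2. Its log2 fold changes were 1.60 and 1.41 (adjusted p = 9.20e-05 and 2.39e-05 from limma). CLU, the clusterin gene on chromosome 8 of GRCh37 from 27454434 to 27472217, fell from 11.0 ± 0.859 FPKM (SD, n = 2) to 2.27 ± 0.00558 (SD, n = 2) in sh-1 and 1.40 ± 0.25 (SD, n = 2) in sh-2, with log2 fold changes of -2.23 and -2.90 (adjusted p = 3.14e-04 and 2.60e-05 from limma). AZGP1, on chromosome 7 of GRCh37 from 99564343 to 99573665, fell from 59.1 ± 1.96 FPKM (SD, n = 2) to 24.4 ± 0.203 (SD, n = 2) in sh-1 and 9.67 ± 0.56 (SD, n = 2) in sh-2, with log2 fold changes of -1.28 and -2.60 (adjusted p = 1.14e-04 and 5.08e-06 from limma). For each of these 4 genes, the knockdown libraries lay outside the range of the NT libraries, and none of the alternatives run changed the direction or the call.

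**Figure D3:**
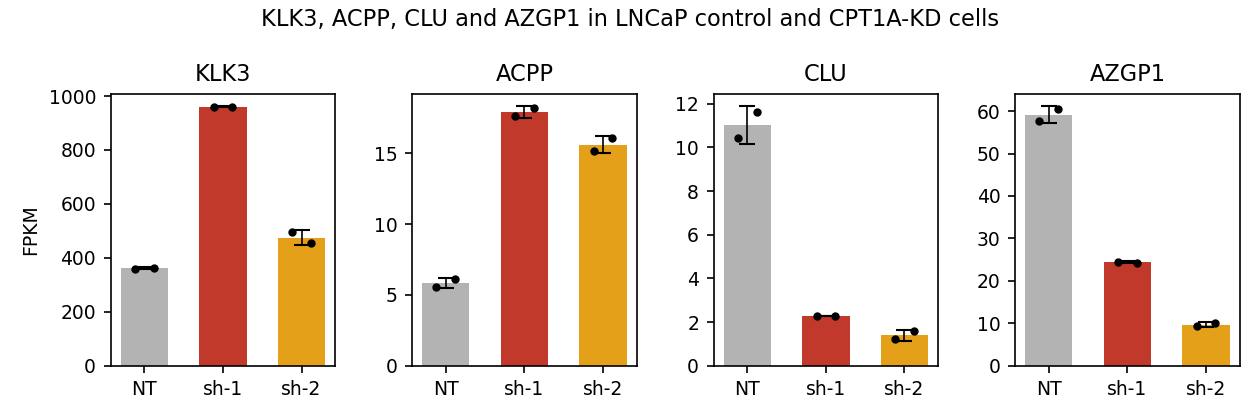
FPKM of KLK3, ACPP, CLU and AZGP1 in NT, sh-1 and sh-2. Bars are means of 2 libraries, error bars are SDs, and points are the libraries. KLK3 reaches 961 FPKM in sh-1 against 361 in NT, and CLU falls to 1.40 FPKM in sh-2.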

The STRING interaction analysis, however, pointed to AR-regulated genes like KLK3 (PSA), ACPP, CLU and AZGP1 in the proximity of CPT1A. Thus, using the STRING database through the Cytoscape software (http://cytoscape.org/, ver. 3.4) we identified AR-regulated genes associated with decreased CPT1A expression, Figure 3B. We verified these genes by RTPCR as well as AR full length (AR-FL) and AR variant 7 (ARv7, lacking the ligand-binding domain), Figure 3C-3D. As in our previous publication with the CPT1A inhibitor etomoxir [14], we found a significant decrease in ARv7 mRNA expression in both clones, but only significant changes in AR-FL mRNA with the sh1 clone. These results were mirrored by the AR protein expression, although a significant amount of AR was still present in both clones, Figure 3E. Lastly, clonogenic assays in presence of dihydrotestosterone (DHT 100 pM) resulted in a significant boost in colony number, suggesting increased AR-FL action in the CPT1AKD clones compared to control, Figure 3F.

**Figure 3:**
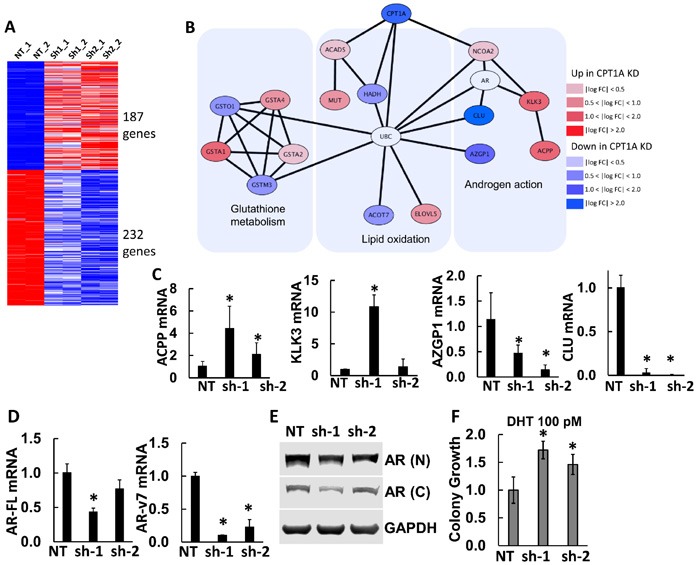
Gene expression results from CPT1A-KD LNCaP cells. A Results from RNAseq analysis of CPT1AKD cells compared to controls (NT). Upregulated (red) and downregulated (blue) genes were used to generate a protein interaction network. **B.** Protein interaction diagram of the significant genes from (A). The figure is drawn using the STRING database through Cytoscape (http://cytoscape.org) to identify interactions of the up- or down-regulated genes from CPT1A knockdown. AR and UBC genes have a non-colored background because they are not significantly changed in the RNAseq analysis. **C.** Semi-quantitative RTPCR of significant AR-regulated genes: ACPP (acid phosphatase, *p ≤ 0.01) KLK3 (PSA, *p < 0.001), AZGP1 (*p ≤ 0.01) and CLU (*p ≤ 0.001). **D.** RTPCR of AR-full length (AR-FL, *p < 0.01), AR variant 7 (AR-v7, *p ≤ 0.001) compared to NT controls. **E.** Representative western blot of full length AR in CPT1AKD clones. N = N-terminus specific antibody (N-20). C = C-terminus specific antibody (C-19). **F.** Clonogenic assay of CPT1AKD clones in the presence of DHT (100 pM), ANOVA p = 0.006, *p ≤ 0.04 compared to NT control.

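Supplementary Table 4 lists the 187 higher and 232 lower genes with the paper's FPKM, log2 fold changes and q-values. Of these, 371 were found by symbol in the deposited FPKM values and 360 passed the minimum for testing. The direction was the same in both clones for 359 of them, and 352 were called changed in both clones at an adjusted p under 0.05 from limma. Across these genes, the correlation of the log2 fold changes found here with those of the table was 0.974 in sh-1 and 0.976 in sh-2. The FPKM themselves are not identical: the deposited values were a median 0.922 times those of the table, with quartiles of 0.761 and 1.09. The mean FPKM of 26 genes were at least 2-fold apart. Of the genes called in both clones in the same direction here, at most 2574 are not among those of the table. Genes of the table that were not found by symbol may be counted among them. In the table's own FPKM, no gene had knockdown libraries that overlapped the NT range in both clones.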

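Of the genes the network places in lipid oxidation, HADH, a beta-oxidation gene on chromosome 4 of GRCh37 from 108910870 to 108956397, was 84.6 ± 3.29 FPKM (SD, n = 2) in NT, 55.9 ± 1.19 (SD, n = 2) in sh-1 and 54.7 ± 1.75 (SD, n = 2) in sh-2, and its log2 fold change was -0.60 (standard error 0.05, adjusted p = 6.90e-04 from limma) in sh-1 and -0.63 (standard error 0.05, adjusted p = 1.16e-04 from limma) in sh-2. ACADS, on chromosome 12 of GRCh37 from 121163577 to 121177811, had log2 fold changes of 0.66 in sh-1 and 0.77 in sh-2 (adjusted p = 3.55e-04 and 4.13e-05 from limma). ACOT7 fell by 0.53 in sh-1 and 1.39 in sh-2 on the log2 scale. MUT and ELOVL5 lie with the GSTA genes on the stretch of chromosome 6 with a raised median. MUT had log2 fold changes of 0.44 and 1.30, and ELOVL5 of 0.42 and 1.05. Relative to the median of that stretch, these became 0.16 and 0.84 for MUT and 0.14 and 0.58 for ELOVL5. The median log2 fold change over 26 fatty acid oxidation genes was 0.08 in sh-1 and 0.04 in sh-2 (adjusted p = 0.266 and 0.580 from limma's camera), with 13 and 22 of them changed when adjusted over the list alone and 13 and 22 over all genes tested. The mean in sh-2 was -0.0050, opposite in sign to its median and to the test. Under quantile normalization, chosen for the lists after seeing the data, the median in sh-2 was 0.17 (adjusted p = 0.433 from limma's camera). HADHB had a log2 fold change of 0.07 in sh-1 and 1.13 in sh-2, and ACAA1 of 0.20 and -0.73. The ACAA1 call in sh-1 was lost without NT replicate 1, sh-1 replicate 1 or sh-1 replicate 2, at 0.17, 0.19 and 0.20.
NCOA2 is listed under 2 identifiers at one locus of chromosome 8. One entry had log2 fold changes of 0.51 and 0.58 (adjusted p = 0.00241 and 4.02e-04 from limma), and the other of 0.0063 and -0.19, neither called (adjusted p = 0.986 and 0.449 from limma).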

### Decreased phosphatidylinositol (PI) and increased INPP5K expression are associated with decreased activation of AKT and increased expression of AR in CPT1A KD cells

Since the CPT1A KD cells appear to have a more differentiated phenotype based on increased PSA and lipid accumulation, we searched our RNAseq data for genes related to lipids and AKT activation. 

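A list of 31 inositol phosphatase and AKT pathway genes, of which 29 were tested, had a median log2 fold change of 0.14 in sh-1 and 0.11 in sh-2. The test of the list against all other genes gave an adjusted p of 0.00205 in sh-1 and 0.0507 in sh-2 from limma's camera with a preset correlation between genes. With the correlation estimated from the data, the adjusted p was 0.108 and 0.230 from limma's camera, so the list no longer passed in sh-1, and limma's fry gave the lowest values over the alternatives, 6.41e-04 and 4.32e-04. In sh-1, 10 genes of the list were called higher and 2 lower, and in sh-2 15 higher and 5 lower. The changed genes numbered 18 in sh-1 and 20 in sh-2 when adjusted over the list alone and 12 and 20 over all genes tested. Of the tested genes of the list, changed or not, the study named or listed 6 from these libraries. PIK3R1 rose in sh-2 by a log2 fold change of 1.59 (adjusted p = 2.32e-05 from limma) but not detectably in sh-1, at 0.13 (adjusted p = 0.172 from limma), though without NT replicate 1 the sh-1 value of 0.22 was called. The difference between the clones was -1.46 (adjusted p = 3.06e-05 from limma). RICTOR had log2 fold changes of 0.39 and 1.27, and its sh-1 call was lost without NT replicate 2, sh-1 replicate 1 or sh-1 replicate 2, at 0.35, 0.40 and 0.38.
AKT1 was 117 ± 5.53 FPKM (SD, n = 2) in NT, 127 ± 0.414 (SD, n = 2) in sh-1 and 71.5 ± 1.01 (SD, n = 2) in sh-2. Its log2 fold change was 0.13 in sh-1 (adjusted p = 0.0619 from limma) and -0.70 in sh-2 (adjusted p = 6.40e-05 from limma), and it was called higher in sh-1 under quantile normalization, under robust limma, without NT replicate 2 and, in an alternative chosen after seeing the data, without small RNA genes, with adjusted p over its alternatives between 0.0257 and 0.192 from limma. AKT2 changed by 0.13 in sh-1 and -0.02 in sh-2, neither called (adjusted p = 0.153 and 0.834 from limma), and under quantile normalization the sh-2 value became 0.21 and was called. PHLPP1 rose by 0.39 and 0.26 (adjusted p = 0.00300 and 0.00465 from limma), and PHLPP2 was not called in either clone (adjusted p = 0.857 and 0.960 from limma).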

INPP5K codes for an inositol phosphatase that is able to de-phosphorylate phosphatidylinositols (PI) involved in AKT activation, like phosphatidylinositol 3,4,5-triphosphate or PI(3,4,5)P3, at the plasma membrane [27]. Furthermore, AR content is known to be regulated by phosphorylation via AKT [28], and a reciprocal feedback regulation of AKT and AR signaling has been observed in PCa [29], via the PHLPP phosphatase. Thus, we examined the expression of INPP5K, total and (18:0/20:4)-specific PI content, phospho-AKT and AR in the LNCaP CPT1A-KD cells compared to controls. Figure 4 shows increased expression of INPP5K, concomitant with decreased content of PI and decreased p-AKT in CPT1A-KD cells, Figure 4A-4B-4C-4D. We found that while the levels of other phospholipid classes, particularly the abundant phosphatidylcholines (PC) and phosphatidylethanolamines (PE) do not decrease in the CPT1Ash1 cells, PI species decrease significantly, in particular PI(18:0/20:4) (Figure 4B, inset), which are the precursors of phosphorylated species that have been shown to activate AKT [30], and are likely best targets for INPP5K activity [31]. Moreover, downregulation with INPP5K-specific shRNA in the CPT1A-sh2 cells resulted in recovery of AKT activation (S473), concomitantly with a reduction in AR expression, Figure 4E-4F. Interestingly, downregulation of INPP5K by itself in LNCaP cells did not increase pAKT or change CPT1A expression, (Supplementary Figure 3) suggesting a CPT1A role in mediating these effects. A diagram depicting the potential role of INPP5K and PI regulating AR content via AKT is shown in Figure 4G.

**Figure 4:**
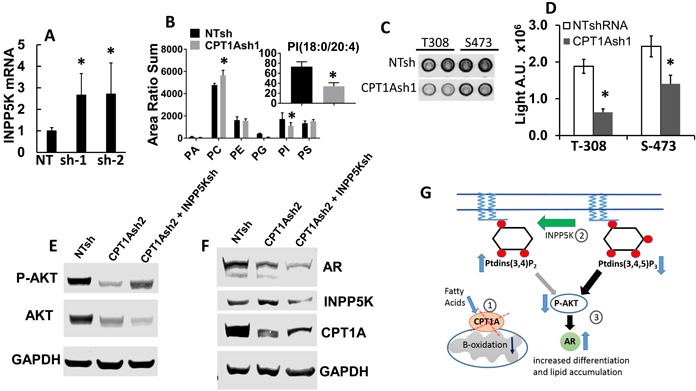
Decreased phosphatidylinositol (PI) and increased INPP5K expression result in decreased activation of AKT and increased expression of AR in CPT1A KD cells **A.** Increased mRNA of INPP5K (inositol phosphatase, *p < 0.01) in LNCaP CPT1A KD cells. **B.** Phospholipid analysis of the CPT1AKD cells. The x-axis represents phosphatidic acid, phosphatidylcholine, phosphatidylethanolamine, phosphatidylglycerol, phosphatidylinositol and phosphatidylserine, respectively. The graph represents the sum of the area ratios of every molecular species in each phospholipid class, normalized to the total phospholipid content in each extract of cells, and it shows decreased total abundance of PI species and increased PC species (*p ≤ 0.05 compared to NT control). The inset represents the area ratio of specific PI(18:0/20:4) species (*p < 0.05 compared to NT control). **C.** Representative array blot (Cell Signaling) of CPT1A-KD cells showing decreased p-AKT signal. **D.** Signal array quantification, *p < 0.001 compared to control (NT clones). **E.**-**F.** Representative western blots showing CPT1A-KD and double CPT1A+INPP5K KD cell lysates probed for p-AKT, INPP5K, CPT1A and AR in the double KD cell lysates. **G.** Diagram of the site of action of INPP5K, PI and its potential effect on AR expression via decreased activation of p-AKT. The decreased expression of CPT1A (1) leads to increased phospholipid degradation and increased INPP5K phosphatase activity, (2) resulting in decreased AKT expression and activation (3). This consequent decrease in p-AKT leads to increased AR protein expression and action, increasing PSA (KLK3) and resulting in a more differentiated phenotype.

### Combinatorial effects of CPT1A inhibition and anti-androgen therapy in human PCa cells

Since we observed increased expression of AR-regulated genes (Figure 3C) and increased sensitivity of the CPT1AKD cells to androgens (Figure 3F), we next studied the sensitivity of the cells to anti-androgens. LNCaP CPT1A-KD and control cells treated with enzalutamide (MDV) were examined for viability after 48 hours by trypan exclusion assay, Figure 5. The LNCaP CPT1A-KD cells were more sensitive to the enzalutamide treatment (2.8-fold for NT control vs. 6-fold for the Sh-1 KD clone compared to their respective vehicle treatments), Figure 5A. Furthermore, when we decreased CPT1A in the 22Rv1 cell line with the same shRNA’s as for the LNCaP cells, Figure 5B, we also observed increased sensitivity to enzalutamide, albeit to a lesser extent than in the LNCaP clones, Figure 5C. Particularly, we observed decreased growth in the clone with lowest CPT1A expression (sh-1) and addition of enzalutamide resulted in a further 50% (*p* < 0.001) decrease in growth. The sh-2 clone with a lesser decrease in CPT1A expression showed no change in growth compared to control, but a 30% (*P* < 0.01) decrease in growth was observed with enzalutamide. The expression of full length AR was not significantly changed in the CPT1AKD 22Rv1 cells but we did observe a substantial decrease in ARv7 expression, Figure 5B, thus increasing the AR full length to AR variant ratio, and likely enhancing the sensitivity to enzalutamide, like previously observed with the LNCaP model, Figure 3.

**Figure 5:**
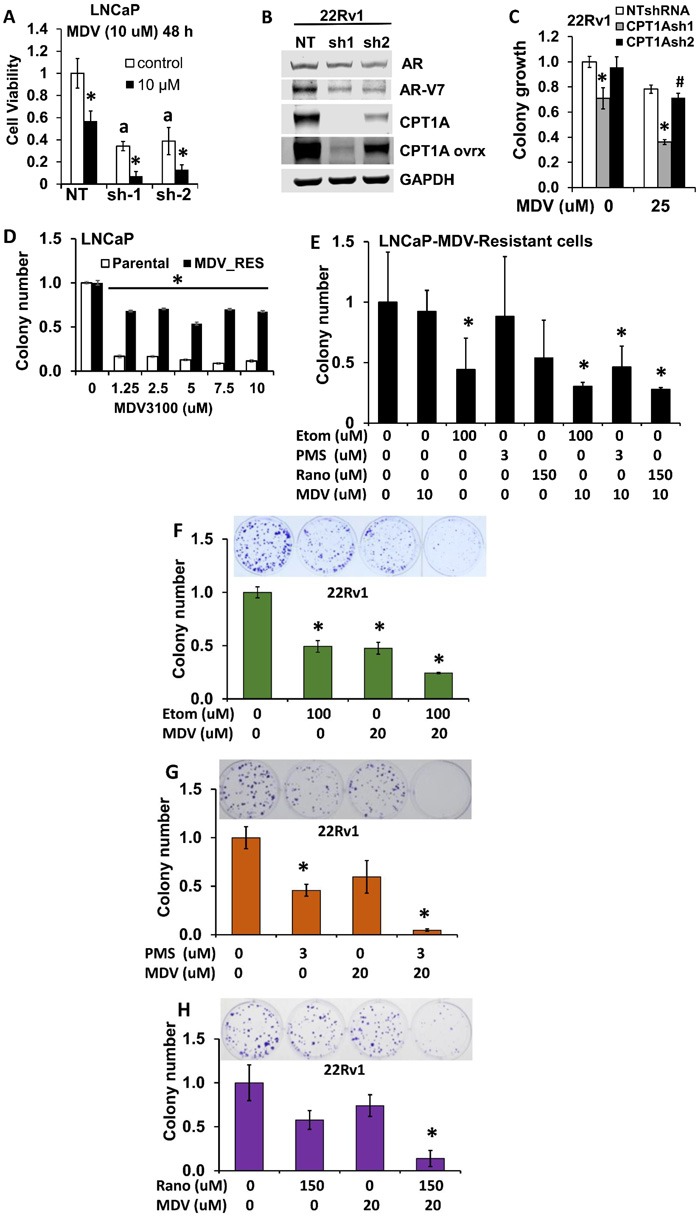
Combinatorial effects of CPT1A inhibition and anti-androgen therapy in human PCa cells **A.** CPT1A-KD cells show increased sensitivity to the anti-androgen enzalutamide (MDV) at 48 hours, a p < 0.001, *p < 0.01. **B.** 22RV1 CPT1A-KD cells show decreased protein expression of the ligand-independent AR variant 7 (ARv7). **C.** 22Rv1 cells deficient in CPT1A show decreased growth and increased sensitivity to enzalutamide, ANOVA, p < 0.001. Post hoc Tukey tests: *p < 0.001 compared to control clone (NTshRNA) and vehicle treatment, #p = 0.035 compared to vehicle treatment. **D.** LNCaP-enzalutamide resistant cells can grow in the presence of enzalutamide (MDV), ANOVA for MDV-resistant cells p < 0.001, Post hoc *p < 0.001 compared to parental cell line for each drug dose. **E.** Increased sensitivity to the combination of ranolazine (Rano), etomoxir (Etom) or perhexiline (PMS) with enzalutamide (MDV) in LNCaP-enzalutamide resistant cells, post hoc tests *p < 0.05 compared to vehicle. **F.**-**H.** Increased sensitivity to the combination of etomoxir (F), perhexiline (G) or ranolazine (H) with enzalutamide in 22Rv1 cells, post hoc tests *p < 0.001 compared to vehicle treatments.

To better explore the potential clinical application of this work, we next examined the effects of combining fat oxidation inhibitors and enzalutamide on PCa growth. Enzalutamide-Resistant LNCaP cells and LNCaP parental cells (Figure 5D) were used to study clonogenic growth with enzalutamide in combination with etomoxir, perhexiline or ranolazine, Figure 5E. Significant decreases in colony growth were observed in the combination treatments, as well as with the single treatment with etomoxir. Since 22Rv1 cells are another model of increased AR variant content and intrinsic resistance to enzalutamide, we treated 22Rv1 cells with etomoxir, perhexiline and ranolazine alone and in combination with enzalutamide (MDV), Figure 5F-5G-5H respectively. The combination treatments resulted in a significant decrease of 22Rv1 growth (about 10-fold, *p < 0.001 compared to vehicle treatment). To test for the synergy of the drug combinations, we performed MTS assays with 22Rv1, LNCaP-MDV resistant and TRAMPC1 cells and used the CalcuSyn program to estimate the combinatorial index (CI). Table 1 shows the affected fractions and CI of all the combinations tested in our cell models using MTS proliferations assays and 8 replicates per condition. For reference, CI = 1 indicates additive value of a combination, while CI < 1 indicates synergy. Interestingly, the CI values not only show synergy with combinatorial drug doses used for the clonogenic assays, but also for lower drug concentrations. One exception to these observations was the MDV+etomoxir combination in TRAMPC1 cells, where antagonism was observed with the lowest doses (CI = 1.5).

**Table 1:** Combinatorial Index for the drug combinations

**22Rv1 cells**			
**MDV3100 (uM)**	**Etomoxir (uM)**	**Fa**	**CI**
10	50	0.131	0.639
20	100	0.463	0.893
30	150	0.528	1.272
**MDV3100 (uM)**	**Perhexiline (uM)**	**Fa**	**CI**
10	1	0.190	0.497
20	3	0.428	0.848
30	6	0.601	1.167
**MDV3100 (uM)**	**Ranolazine (uM)**	**Fa**	**CI**
10	100	0.123	0.702
20	150	0.429	0.941
30	200	0.520	1.286
**LNCaP-MDV-Resistant cells**			
**MDV3100 (uM)**	**Etomoxir (uM)**	**Fa**	**CI**
5	50	0.227	0.556
10	100	0.491	0.859
20	150	0.630	1.351
**MDV3100 (uM)**	**Perhexiline (uM)**	**Fa**	**CI**
5	1	0.353	0.342
10	3	0.613	0.572
20	6	0.701	1.035
**MDV3100 (uM)**	**Ranolazine (uM)**	**Fa**	**CI**
5	100	0.411	0.642
10	150	0.499	1.023
20	200	0.648	1.499
**TRAMPC1 cells**			
**MDV3100 (uM)**	**Etomoxir (uM)**	**Fa**	**CI**
1	50	0.407	1.523
3	75	0.576	0.336
6	150	0.696	0.289
**MDV3100 (uM)**	**Perhexiline (uM)**	**Fa**	**CI**
1	1	0.365	0.421
3	3	0.779	0.512
6	6	0.891	0.710
**MDV3100 (uM)**	**Ranolazine (uM)**	**Fa**	**CI**
1	25	0.234	0.624
3	50	0.756	0.670
6	100	0.791	1.261

Fa = affected fraction

CI = combinatorial index

The combinations used for the clonogenic assays are indicated in grey shade.

### Combinatorial effects of beta-oxidation inhibition and anti-androgen therapy in mouse TRAMPC1 cells and human 22Rv1 xenografts

The murine TRAMPC1 cells are a prostate cancer cell model that expresses AR [32] and has been recently used for enzalutamide studies [33]. As shown in Figure 6, the TRAMPC1 cells are significantly sensitive to the combination of fat burning inhibitors and enzalutamide, expanding our results beyond human cell lines. Interestingly, the effect of the metabolic inhibitors alone reduced the growth of TRAMPC1 cells *in vitro* by nearly 50% for the 3 drugs, and the addition of enzalutamide resulted in a strong synergistic inhibition of growth. Table 1 contains the combinatorial index calculations in the TRAMPC1 cells.

**Figure 6:**
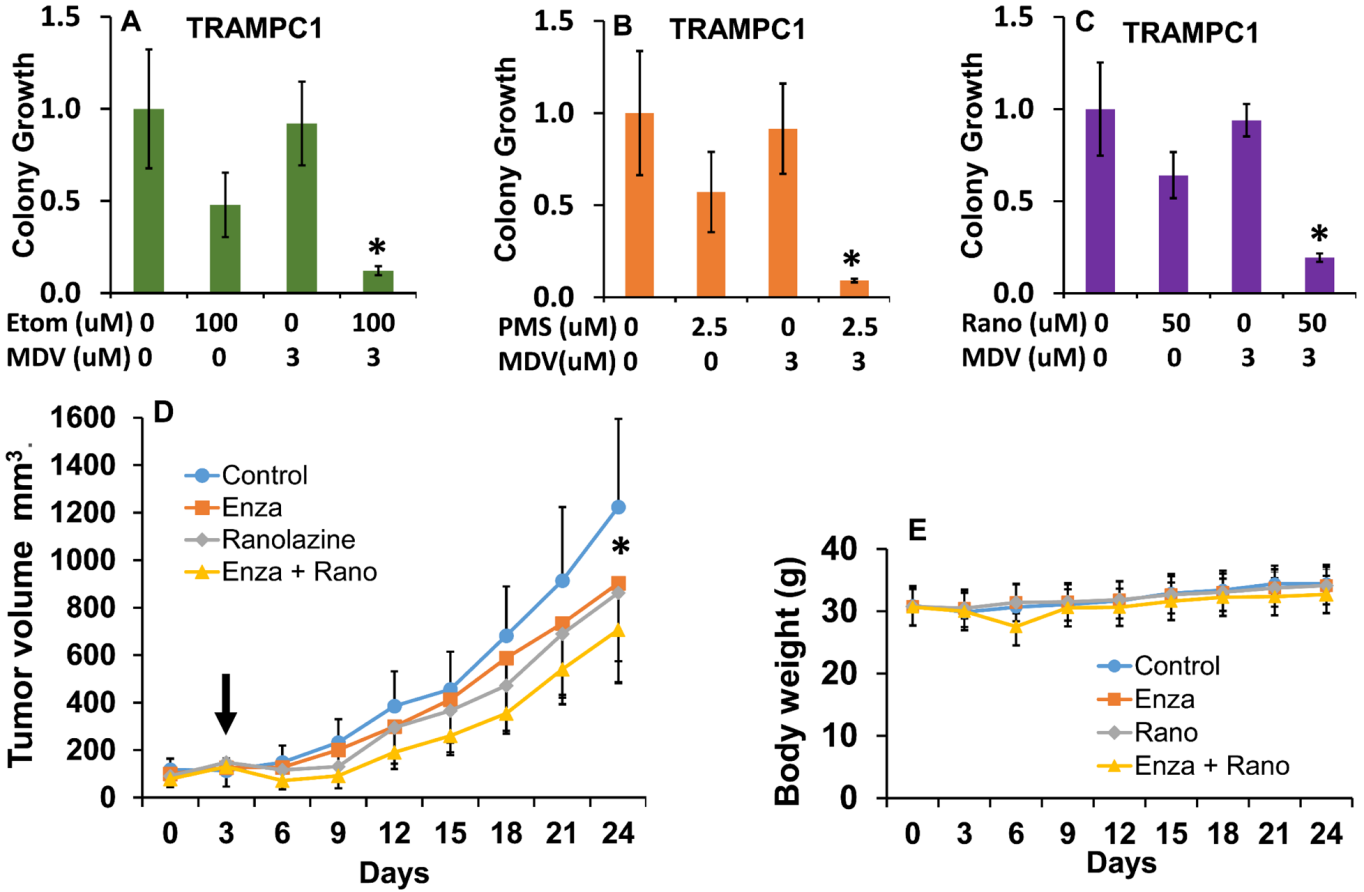
Combinatorial effects of beta-oxidation inhibition and anti-androgen therapy in mouse TRAMPC1 cells and human 22Rv1 xenografts **A.**-**C.** Clonogenic assay showing the effects of the combination of ranolazine (A), etomoxir (B) or perhexiline (C) with enzalutamide (MDV) in mouse TRAMPC1 cells, post hoc tests *p ≤ 0.03 compared to individual treatments. **D.** Tumor growth in mice treated with vehicle (0.5% methyl cellulose with 0.1% tween 80), enzalutamide (20 mg/kg), ranolazine (40 mg/kg) or a drug combination (enza+rano) via gavage over 21 days. Five mice with 2 tumors each were used for each treatment group. Arrow indicates beginning of treatment. Repeated measures ANOVA showed significant changes due to the effect of treatment over time (p < 0.001, F = 2.5 df = 24). *p < 0.05 (paired t-test comparing control to combination group). **E.** Effect of treatments on mouse body weights. No significant changes and no signs of toxicity were observed throughout the study.

To test our drug combination results in a mouse model, we generated 22Rv1 mouse xenografts in nude mice and treated them systemically with vehicle, enzalutamide, ranolazine or a combination of both (enza + rano) over 3 weeks. Figure 6D-6E shows the treatment effects. We used low doses of the drugs to maximize the combinatorial effects and minimize toxicity. Interestingly, the ranolazine treatment alone showed a decrease in growth similar to enzalutamide, but only the combination treatment produced a significant change compared to control treatment.

## DISCUSSION

The results of our study point to an important role for CPT1A in anti-androgen resistance. Although CPT1A is not an oncogene, it has a critical role in PCa in light of the addiction of PCa to beta-oxidation. Furthermore, cells with CPT1A KO via CRISPR editing exhibited a marked reduction in viability, whereas in the case of CPT1A shRNA clones the cells remained viable, suggesting the importance of minimal CPT1A protein expression in the context of PCa survival. In fact, CPT1A is also implicated in the invasion capacity of the cells (Figure 2), which could be explained by decreased energy production from beta-oxidation [14], and/or increased cell adhesion via NCAM2 and CADM1 expression (Supplementary Table 4). 

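NCAM2 lies on chromosome 21 of GRCh37 from 22370727 to 22915650 on the plus strand. It was 62.3 ± 2.87 FPKM (SD, n = 2) in NT, 130.5 ± 0.867 (SD, n = 2) in sh-1 and 147 ± 0.296 (SD, n = 2) in sh-2, and its log2 fold change was 1.07 (standard error 0.04, adjusted p = 9.66e-05 from limma) in sh-1 and 1.24 (standard error 0.04, adjusted p = 1.37e-05 from limma) in sh-2. The 141 tested genes of chromosome 21 had a median log2 fold change of 0.37 in sh-1 and 0.34 in sh-2, and relative to that median the log2 fold change of NCAM2 was 0.70 and 0.90. CADM1, on chromosome 11 of GRCh37 from 115039938 to 115375675, had low values, 0.383 and 0.236 FPKM in NT, 0.744 and 0.688 in sh-1, and 1.24 and 1.49 in sh-2. Its log2 fold change was 1.02 (standard error 0.23, adjusted p = 0.0198 from limma) in sh-1 and 1.86 (standard error 0.23, adjusted p = 9.44e-04 from limma) in sh-2. Without sh-1 replicate 1 or sh-1 replicate 2, the value in sh-1 was 0.97 or 1.07 and was no longer called.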

Overall, these results suggest that additional functions of CPT1A remain to be explored beyond its rate-limiting step function in mitochondrial beta-oxidation [34]. The identification of CPT1A in Gleason 10 and its high level of alteration in the NEPC dataset suggest that CPT1A may have additional benefit as a biomarker for high-risk or neuroendocrine-type cancers [25, 35] .

The rational for combining anti-androgen therapy and lipid oxidation inhibitors stems from the fact that AR is known to stimulate aerobic glycolysis, lipid oxidation and several anabolic processes in PCa [13, 36, 37]. Thus, it is possible to conceive that upregulation of AR action is a compensatory response to chronic lipid oxidation blockade. 

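A list of 36 androgen-induced genes, written from general knowledge, had a median log2 fold change of 0.29 in sh-1, with 21 genes called higher and 7 called lower (adjusted p = 3.45e-04 for the list from limma's camera). In sh-2 the median was -0.18, with 12 genes called higher and 19 called lower (adjusted p = 0.580 for the list from limma's camera). The changed genes numbered 30 in sh-1 and 32 in sh-2 when adjusted over the list alone and 28 and 31 over all genes tested, and the study named or listed 6 of the genes from these libraries. The test of the difference between the clones gave an adjusted p of 0.00256 from limma's camera. Under quantile normalization, chosen for the lists after seeing the data, the median in sh-2 was -0.0026. The difference then had an adjusted p of 0.0946 from limma's camera and did not pass. With the correlation between genes estimated from the data, the adjusted p of the list was 0.108 in sh-1 and 0.651 in sh-2 from limma's camera, while limma's fry gave 1.52e-04 and 1.52e-04, with lower expression in sh-2. KLK3 and ACPP were upregulated in both clones, and CLU and AZGP1 were downregulated in both. NDRG1 had log2 fold changes of -0.21 in sh-1 and -1.89 in sh-2, and HPGD of -0.23 and -1.79. Both calls in sh-1 were lost without sh-1 replicate 2, at -0.19 for NDRG1 and -0.20 for HPGD.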

In this study, we have found that inhibition of CPT1A increases AR action reflected in the increased expression of AR-regulated genes (e.g. PSA and CLU) and increased sensitivity to DHT and enzalutamide, Figures 3 and 5. These effects occur in the context of decreased ARv7 expression, which is associated with a high level of resistance to HEAT, suggesting that increasing the ratio of full length AR (target of enzalutamide) to ARv7 is important for increasing the sensitivity to enzalutamide. In fact, our 22Rv1 model with decreased CPT1A expression showed decreased ARv7 expression and increased sensitivity to enzalutamide without change in full length AR. This is in agreement with other studies suggesting that full length AR is the driver of enzalutamide resistance in LNCaP cells, while AR variants might have the dominant role in 22Rv1 cells [38].

The mechanism of decreased CPT1A protein resulting in AR expression changes is not fully elucidated, but we have found that it is associated with decreased AKT activation. This may be driven by a breakdown of plasma membrane phospholipids in order to compensate for the defect in beta-oxidation, but resulting in less AKT anchoring to the membrane for activation. This regulation of AKT signaling by fat oxidation has been recently described in normal epidermis [39] and hematopoietic cells [40], where AKT overexpression is able to suppress CPT1A, suggesting a novel modulatory loop between AKT and CPT1A for future study. From our RNAseq results, although not significantly changed in both clones, we have identified INPP5K (also known as SKIP) as a potential phosphatase mediating the decreased AKT activation in LNCaP cells. 

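INPP5K lies on chromosome 17 of GRCh37 from 1397871 to 1420036 on the minus strand, with 12 exons in its reference transcript. It was 10.3 ± 0.142 FPKM (SD, n = 2) in NT, 15.7 ± 0.0837 (SD, n = 2) in sh-1 and 20.7 ± 0.277 (SD, n = 2) in sh-2, and its log2 fold change was 0.61 (standard error 0.04, adjusted p = 3.98e-04 from limma) in sh-1 and 1.00 (standard error 0.04, adjusted p = 1.88e-05 from limma) in sh-2. The change was larger in sh-2, with a log2 difference of -0.40 for sh-1 minus sh-2 (adjusted p = 3.09e-04 from limma). All 4 knockdown libraries were above both NT libraries, and INPP5K was called higher in both clones under every alternative that was run.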

In fact, a previous study [29] has already reported about the reciprocal negative regulation between AR and AKT signaling, *via* another phosphatase named PHLPP. The role of INPP5K in PCa is currently unexplored, but our data suggests that it likely functions as a regulator of phosphatidylinositol (PI) substrate availability at the membrane, influencing the activation of AKT [41]. In fact, Oncomine results show decreased expression of INPP5K in PCa compared to normal tissue (Supplementary Figure 3), suggesting a possible tumor suppressor activity of INPP5K [42].

Additionally, we have shown that the decrease in p-AKT can be reversed by reducing INPP5K expression, resulting in a decrease of AR content. These results are in agreement with recent studies showing a compensatory crosstalk between PI3K-AKT-AR pathways in PCa [43]. In another study [44], pharmacological inhibition of AKT resulted in increased expression of AR content and AR-dependent genes, an effect that was overcome by addition of the anti-androgen bicalutamide. Altogether these studies support our observations that decreased CPT1A expression results in decreased AKT activation via changes in INPP5K action, total PI content and, more specifically, levels of PI(18:0/20:4), resulting in a compensatory increase in AR action and increased sensitivity to enzalutamide. How AKT and PI phosphatases (like INPP5K) interact in a feedback loop with AR remains to be investigated, offering new therapeutic opportunities as targetable upstream regulators of AR [45, 46].

Importantly, this work demonstrates the increased sensitivity of the CPT1A-deficient cells to enzalutamide *via* activation of AR, consistent with our theory that beta oxidation and AR action are likely reciprocally regulated. These gene/drug interaction findings are further corroborated by the combinatorial treatments of fat burning inhibitors (ranolazine, perhexiline or etomoxir) and enzalutamide in PCa cell models. These combination treatments are robust, non-obvious and have never been tested before as a potential therapy for recurrent or castration-resistance PCa, which is currently incurable. Furthermore, our *in vivo* model with systemic treatments underscores the potential of enhancing the effect of enzalutamide with ranolazine, both FDA approved, providing a pharmacologic paradigm for future clinical investigations. If this combination proves safe/tolerable, the additive effects of adding a lipid oxidation inhibitor on top of an already active anti-androgen agent would be clinically relevant and useful. For example, at the onset of anti-androgen resistance, before radiographic changes occur, CRPC patients could be treated with ranolazine or perhexiline (both approved for human use) in order to restore the sensitivity to enzalutamide and prolong the treatment efficacy.

In conclusion, we show here for the first time that targeting beta-oxidation in combination with androgen blockade results in strong inhibition of PCa growth, by re-sensitizing cells to antiandrogen targeting. Our results reinforce previous studies that AR-targeted therapy maybe insufficient to achieve long term PCa responses in some patients [8] and show that co-targeting the AR axis and fat oxidation may provide additional anti-cancer benefit.

## MATERIALS AND METHODS

### Cell culture and drug treatments

Cell lines (LNCaP and 22Rv1) were obtained from the University of Colorado Cancer Center (UCCC) Tissue Culture Shared Resource (2014) and were authenticated by Single Tandem Repeat analysis. LNCaP MDV-resistant cells were made by growing them in increasing concentrations of MDV ranging from 1.25 to 2.5 uM for 6 months. Cells were passaged in RPMI media containing 5% FBS supplemented with amino acids and Insulin (Hyclone). TRAMPC1 cells (Gift from Dr. Agarwal, 2015, originally from ATCC) were grown in DMEM with 4 mmol/L L-glutamine, 5 μg/mL insulin, 10 nmol/L dihydrotestosterone (DHT), 5% FBS, and 5% Nu Serum (BD Biosciences). Etomoxir-HCl, Ranolazine·2HCL and Perhexiline maleate (all from Sigma-Aldrich, St. Louis, MO) were prepared as a 30, 40 and 15 mM stock solutions, respectively. Enzalutamide (MDV3100, Medivation, Inc), was dissolved as a 20 mM stock in DMSO.

### Immunohistochemistry for CPT1A

Human prostatectomies were obtained from University hospital (UCHealth) using an approved protocol (IRB-00-812). Serial sections of prostatectomies were stained with CPT1A antibody (15184-1-AP, Proteintech, IL) using a 1:1500 dilution and the Benchmark XT I-VIEW DAB detection kit from Ventana (Roche Group). Both CPT1A and H&E stains were done at the University of Colorado Denver Research Histology Shared Resource. A total of 39 prostatectomies (Gleason Score 7 (*n* = 15), 8 (*n* = 12) and 9 (*n* = 12)) were used to assess the CPT1A stain in cancer regions compared to adjacent benign regions. Pathology assessment and final scoring of the stains was done by 2 co-author pathologists (FGL and MSL). Scoring was done by using arbitrary 1, 2 or 3 scores according to intensity of the stains. For each whole prostatectomy, the benign and cancer regions were scored and used as matched values for the analysis.

### Cell viability, proliferation, invasion and clonogenic analysis

Cell viability was analyzed by trypan blue exclusion or by clonogenic assay over 2 weeks. Clonogenic assays were performed by plating 1000 cells/well in 6-well plates and quantitated by ImageJ. Proliferation MTS assays were done by plating 8000 cells/well in 96-well plates and drug treatments lasted 48 hours. Colorimetric analysis was done with CellTiter 96® AQueous Assay from Promega (Madison, WI) according to manufacturer’s instructions. Matrigel invasion assays were performed using Corning® BioCoat™ Tumor Invasion 24-Well Plates according to manufacturer’s protocol.

### CPT1A and INPP5K shRNA transductions

TRCN0000036279 (CPTsh1), TRCN0000036281 (CPTsh2) CPT1A shRNAs and the non-targeting control SHC002 were purchased from the CU Functional Genomics Core. For INPP5K the following shRNA was used: TRCN0000052707 (INPP5K sh). Lentiviral transduction and selection were performed as described [14] or using Xfect Single Shot Transfection (Clonetech).

### CPT1A-CRISPR clones

CPT1A was knocked out by CRISPR /Cas9 technology. Plasmid design and guide RNA sequences are shown in Supplementary Figure 2. LNCaP cells were transduced with a single or combination of the CPT1A CRISPR lentiviral suspension(s) and selected with puromycin (1ug/mL). CPT1A expression was measured in pooled population of cells by RT-PCR. Next, cells were sorted in 96-well plate at the density of 1 cell/well using MoFlo XDP100 Cell sorter by the UCCC Flow Cytometry Core. The single cells clones were expanded and CPT1A knock-out was verified by immunoblotting of cell lysates.

### RNAseq and quantitative RT-PCR and protein interaction network

Attached cells were used for total RNA extraction. The UCCC Genomics and Microarray Core performed cDNA library generation, Illumina HiSeq RNAseq at single read 50 cycles, and generation of FASTQ files. On average, we obtained 36 million reads per sample, and an average mapping of 97.0% to the hg19 reference genome using the tophat/cufflinks workflow as described [47]. Raw RNA-seq data has been deposited into NCBI Gene Expression Omnibus: GSE83547. To determine the differentially expressed genes and pathways between the clones, fragments per kilobase per million mapped reads (FPKM) from each sample were estimated. Data were subjected to bias correction and quartile normalization. For confirmation RTPCR, cDNA was synthesized (Applied Biosystems) and quantified by real-time PCR using SYBR green (Qiagen) detection. Results were normalized to the housekeeping genes B2-macroglobulin or RPL13A mRNA and expressed as arbitrary units of 2−ΔΔCT relative to the control group. List of primers used is shown in Supplementary Table 2. The protein interaction network was generated using the list of common significant genes up and down-regulated (187 up and 232 down) as query for the STRING.v10 software (Search Tool for the Retrieval of Interacting Genes, available at: http://string-db.org/). We used medium confidence (0.4) in the predictions to see all-possible connections. Additionally, we used the STRING database through Cytoscape (http://cytoscape.org/, v3.4) to identify lipid oxidation-relevant interactions of the up- or down-regulated genes.

### Analysis of phospholipids by mass spectrometry

Phospholipid molecular species were extracted from cells and analyzed by liquid chromatography/tandem mass spectrometry as previously described [48]. Data were analyzed using MultiQuant software from AB Sciex (Framingham, MA), and are presented as the ratios between the integrated area of the intensity peak of each analyte and the intensity peak of the corresponding internal standard.

### Immunoblots

Protein extracts 20 μg were separated on a 7.5% SDS-PAGE gel and transferred to nitrocellulose (Invitrogen) as described [49]. Same protein lysates were probed on different blots. All antibodies used are shown in Supplementary Table 3. Band signals were visualized with LICOR system.

### Nude mouse xenograft tumor model

Male athymic nude mice, 4-6 weeks old, were purchased from Charles Rivers Laboratories. Tumor xenografts were generated by injecting human 22Rv1 cells in the flank of nude male mice as described [12]. Approximately 2 × 106 cells were used for each injection. When tumors were palpable the mice were randomized into 4 groups: vehicle, ranolazine (40 mg/kg), enzalutamide (20 mg/Kg) or ranolazine + enzalutamide. These doses were adapted from previous studies where the individual drugs were used safely in mice [50, 51] Treatment was carried out by oral gavage every other day, five days a week, for 21 days. All procedures were carried out under a protocol approved by the Institutional Animal Care and Use Committee of the University of Colorado.

### Statistics

ANOVA tests were used to compare between groups followed by *post hoc* Tukey tests when appropriate. *p* < 0.05 was considered significant. Analysis was carried out with SPSS v23 software (IBM). All data represent mean ±SD. The CalcuSyn software (Biosoft, Ferguson, MO) was used to calculate the combinatorial index of the drug combinations.

## SUPPLEMENTARY MATERIALS FIGURES AND TABLES

## Abbreviations

AR: Androgen receptor
CPT1: Carnitine Palmitoyltransferase I
CRPC: Castration resistant prostate cancer
DHT: Dihydrotestosterone
FFA: Free Fatty Acid
INPP5K: Inositol Polyphosphate-5-Phosphatase K
MDV: MDV3100 or Enzalutamide
MTS: Tetrazolium salt used for colorimetric proliferation assays
PSA: Prostate Specific Antigen
PMS: Perhexiline maleate salt
RRP: radical retropubic prostatectomy

How the deposited data were processed for this re-analysis (not part of the article)

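RNA was sequenced from LNCaP cells with a non-targeting shRNA (NT) and from the CPT1A knockdown clones sh-1 and sh-2, with 2 libraries each. The authors made the FPKM values before they deposited them, by aligning single-end reads to hg19 and estimating fragments per kilobase of transcript with the tophat and cufflinks workflow, with bias correction and quartile normalization, as the paper's methods state. The methods do not name the versions of these tools or the annotation of genes. Each library has its own value per locus, and neither read counts nor confidence limits accompany the values. The files hold 26669 loci, of which 1733 have no gene name and were left out, although they hold between 66.2% and 71.8% of the summed FPKM of a library. Some symbols, 164 in number, name several loci, which were tested as listed.

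The number of reads behind each value was not estimated here, so no counting error is given. The relative depth of the libraries, read from the step between the lowest FPKM of a locus under 0.15 FPKM, was within 0.971 and 1.11 of NT replicate 1. The quartile normalization also scales this step, so the depth was not checked. The Pearson correlation of log2 values between the replicates was 0.952 in NT, 0.958 in sh-1 and 0.955 in sh-2, over genes.

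Values were analysed as log2(FPKM + 0.1) with limma 3.58.1 in R 4.3.3, with a prior variance that follows the mean expression, for the 13740 named genes with a mean of at least 0.5 FPKM over the 6 libraries. The 3 groups were fitted together, which leaves 3 residual degrees of freedom, and sh-1 against NT, sh-2 against NT and sh-1 against sh-2 were tested, two-sided, with Benjamini-Hochberg adjustment over the genes of each comparison and a threshold of 0.05. The test of sh-1 against sh-2 is the test of whether the changes of the clones differ. Replicates of the same number were not treated as pairs. Because the clones share the NT libraries, the relation of their changes was set beside 100 simulations of unchanged clones.

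Gene lists for androgen-induced genes, fatty acid oxidation, fatty acid and sterol synthesis, glutathione metabolism, the cell cycle, inositol phosphatases and the AKT pathway, and the interferon response were written from general knowledge and tested with limma's camera with a preset correlation between genes of 0.01, adjusted over the 14 tests of lists and clones. Of the tested genes of these lists, in this order, the study had named or listed 6, 2, 0, 5, 3, 6 and 2 from the same libraries. The named genes are every gene the paper names for these data, the 5 upregulated and 5 downregulated genes with the largest change in the clone where the change is smaller, among genes whose knockdown libraries lie outside the NT range, the 3 genes with the largest opposite changes in each direction, and the 3 genes of each list with the lowest adjusted p in either clone. Some genes that this rule picks, and the results that need them, are not reported here. Genes of Supplementary Table 4 that overlap the NT range in both clones were to be named as well, and there were none. The values of that table had been seen when the rule was written. The tests, the lists, this rule and the alternatives were chosen before the data were examined, with the following exceptions. Chosen after seeing the data were 4 alternatives: 1 entry per gene symbol, leaving out small RNA genes, quantile normalization for the gene lists, and a correction of the lists' changes for GC content and length. The comparisons with the level of CPT1A mRNA, the change points on chromosome 6 and the count of genes with 1 group far from both others were also chosen then. So were the tests of Supplementary Table 4 genes by region, the look at which table genes the alternatives call, and the test of list differences under quantile normalization.

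The alternatives changed the pseudocount, the minimum FPKM, the scaling of the libraries, the prior variance, the groups fitted together, the threshold, the replicate block and the libraries used, and for lists the test (limma's fry, or camera with an estimated correlation). With 1 library left out, its partner is assumed to vary like the other groups. Gene coordinates, strands, exons, GC content and transcript length come from the GENCODE annotation of GRCh37, and older symbols were matched through RefSeq synonyms. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15. The workflow was tested on simulated data with 200 changed genes at a log2 fold change of 1, of which it recovered 87% and 85.5% in the simulated comparisons, with 8 and 2 false calls.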

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

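The comparisons with the level of CPT1A mRNA, the fit of change points on chromosome 6, and the tests of the gene lists under quantile normalization and under the correction for GC content and length were chosen after the results were seen.

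The changes of the clones from NT differed from each other in 69.7% of the tested genes (limma, adjusted p under 0.05), and 1489 genes passed the threshold in both clones in opposite directions. These counts over all alternatives run were 42 to 1653 genes with opposite changes and 1674 to 10264 genes that differed between the clones, the lowest being those with a change of at least 2-fold, and the opposite changes numbered 714 without sh-1 replicate 1, 764 without sh-1 replicate 2 and 977 without NT replicate 1. Different effects of the 2 shRNAs outside CPT1A and differences between separately grown cell populations stay open and were not tested, because each shRNA has 1 clone here.

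The cell cycle list fell in both clones, with a median log2 fold change of -0.21 in sh-1 (adjusted p = 4.52e-08 from limma's camera, 20 of 29 genes called lower) and -1.87 in sh-2 (adjusted p = 4.43e-13 from limma's camera, 29 of 29 called lower), and the test of the difference between the clones gave an adjusted p of 8.02e-12 from limma's camera. These tests use the preset correlation between genes. With the correlation estimated from the data, the adjusted p was 0.0502 in sh-1, which did not pass, and 0.0463 in sh-2 from limma's camera. The difference between the clones was not tested in that way. When adjusted over the list alone, 20 and 29 genes were changed, and the study listed 3 of the genes from these libraries. With quantile normalization, the difference between the medians, sh-2 minus sh-1, was -1.46 against -1.66 without it, and -1.62 after a correction for GC content and length, so neither accounts for it as a whole. The sh-2 libraries lay 0.0172 apart in the list median, which argues against 1 wrongly labelled library. CPT1A mRNA was lower in sh-1, by a log2 difference of -0.91, so the deeper fall in sh-2 does not follow the remaining CPT1A mRNA. CDC20, KIF20A and CDK1 had log2 fold changes of -0.32, -0.39 and -0.33 in sh-1 and -2.69, -2.95 and -2.01 in sh-2. A different growth state of the sh-2 cells at harvest, or an effect of its shRNA outside CPT1A, may contribute and was not tested.

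The androgen-induced list was higher in sh-1 and not in sh-2 (adjusted p = 0.00256 for the difference from limma's camera). A correction for GC content and length left a difference between the list medians of -0.53. Under quantile normalization the difference was -0.28 and no longer passed the threshold (adjusted p = 0.0946 from limma's camera). The list medians still stayed apart, at 0.28 in sh-1 and -0.0026 in sh-2. Before this normalization, the list medians of the libraries of a group lay 0.026 apart in sh-1 and 0.0096 in sh-2. Both libraries of a clone can share a bias of the scaling, so their closeness cannot exclude it. How much of the difference of this list comes from the scaling stays open. The fatty acid and sterol synthesis list had a median of 0.02 in sh-1, with a mean of -0.04 and a test pointing downward (adjusted p = 0.580 from limma's camera), and of -0.35 in sh-2 (adjusted p = 0.00259 from limma's camera), and the difference had an adjusted p of 0.00502 from limma's camera. Of its 29 genes, 21 in sh-1 and 27 in sh-2 were changed when adjusted over the list alone and 21 and 27 over all genes tested. FADS2, FADS1 and ELOVL7 had log2 fold changes of -0.30, -0.28 and -0.45 in sh-1 and -2.39, -1.52 and -1.37 in sh-2, and FADS1 and FADS2 are neighbours. The clone with less CPT1A mRNA, by -0.91, had the higher list values, and the correction for GC content and length left a difference of -0.39. Quantile normalization left -0.21 (adjusted p = 0.152 from limma's camera), with medians of -0.0060 in sh-1 and -0.22 in sh-2. Before it, the list medians of the libraries of a group lay 0.027 apart in sh-1 and 0.015 in sh-2. For this list too, how much of the difference comes from the scaling stays open. For both lists, the test of the difference under quantile normalization was chosen after the values had been seen. It replaced a comparison with 0.5 of the difference before normalization.

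Genes of chromosome 21, which the paper does not discuss as a group, were higher in both clones, with a median log2 fold change of 0.37 in sh-1 and 0.34 in sh-2 over 141 tested genes. The highest medians in 10000 random sets of as many genes with like expression were 0.12 and 0.16. The median per library was 0.37 and 0.35 in sh-1 and 0.32 and 0.33 in sh-2. A correction for GC content and length left at least 0.24 in either clone, and quantile normalization at least 0.35 above the other genes, which argues against either as the whole cause. The lower quartile lay at least 0.30 above that of the other genes, so the shift is not that of a few genes. Of the genes, 61.7% lay above the median of all genes in both clones at once, against 12.1% to 42.6% on the other chromosomes. A candidate explanation is a difference in the copy number of chromosome 21 between the NT cells and both clones. No DNA was measured, so this is a hypothesis found and tested on the same data, and which group departs from the parental cells is not known. An effect of the knockdown on the chromosome as a whole was not tested.

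On chromosome 6, the 367 tested genes beyond the change points had a median log2 fold change of 0.28 in sh-1 and 0.47 in sh-2, against highest medians of 0.07 and 0.08 in random sets. Before the change points, the medians were -0.15 and -0.0005. The medians per library beyond them were 0.28 and 0.28 in sh-1 and 0.46 and 0.49 in sh-2. The correction for GC content and length left at least 0.27, quantile normalization at least 0.27 above the other genes, and the lower quartile lay at least 0.26 above theirs, so none of these accounts for the whole shift. Change points fitted to each clone alone fell at 41.5 and 42.3 Mb, 0.775 Mb apart, though a rise from about that place had been seen in both clones before the fit. Because both clones share the NT libraries, change points at 1 place may also reflect the NT cells alone. A difference in copy number of this stretch between the cell populations is a candidate explanation, which no DNA measurement tests here, and an effect of the knockdown on the stretch was not tested. Without the genes the study names, the medians were 0.28 and 0.45.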

How the results depend on the processing

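The alternatives that keep 1 entry per symbol, leave out small RNA genes, or apply quantile normalization or the GC and length correction to the gene lists are the tests here that were chosen after the results were seen.

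For the counts of changed genes, other pseudocounts, no minimum or a minimum of 1 FPKM, other scalings, other prior variances and separate fits of each clone kept each count within 1.5 times its value. The requirement that the knockdown libraries lie outside the NT range removed no called gene, so it tested nothing. With an adjusted p under 0.01, 1559 genes were higher and 1443 lower in sh-1, 680 were higher and 796 lower in both clones and 624 changed in opposite directions. With a change of at least 2-fold, 193 were higher and 282 lower in sh-1, 813 higher and 941 lower in sh-2, 93 higher and 110 lower in both, 42 opposite, and 1674 differed between the clones. A stricter criterion lowers the counts by its construction. With a mean of at least 5 FPKM, 2502 genes were higher in sh-2 and 221 genes of Supplementary Table 4 were called in both clones, from fewer genes tested.

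With each library left out in turn, which leaves fewer libraries, 1463 to 2548 genes were higher and 1511 to 2410 lower in sh-1, 3385 to 3905 higher and 4858 to 5191 lower in sh-2, 737 to 1057 higher and 872 to 1350 lower in both, 714 to 1108 opposite, and 8145 to 9578 differed between the clones. The counts for sh-1 were lowest without 1 of its own libraries: without sh-1 replicate 1, 1463 were higher, and without sh-1 replicate 2, 1511 were lower. Under the replicate block, 1205 common genes were higher and 1424 lower, and no call of a list changed. The correlation of the clones' changes was 0.12 or 0.10 with a different NT library for each clone, which takes out the shared controls. Without small RNA genes, this correlation was 0.271 or 0.284.

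Among the gene lists, the cell cycle list in sh-2 passed the threshold under every alternative run. With limma's fry, which tests a list without comparing it with other genes, more lists passed: fatty acid oxidation in sh-1 (median 0.0820, adjusted p from 0.0356 to 0.651) and sh-2 (median 0.0433, adjusted p from 0.0195 to 0.799), glutathione metabolism in sh-1 (median -0.11, adjusted p from 0.0195 to 0.651), the androgen-induced list in sh-2 (median -0.18, adjusted p from 1.52e-04 to 0.854) and the inositol phosphatases and AKT pathway list in sh-2 (median 0.11, adjusted p from 4.32e-04 to 0.230), the lowest adjusted p of each being that of fry. The glutathione metabolism list in sh-2 (median -0.0650, adjusted p from 0.0146 to 0.966) was called lower by fry, while camera pointed upward, and the cause was not tested. With a correlation between genes estimated from the data, the androgen-induced list in sh-1 (median 0.29, adjusted p from 1.28e-04 to 0.108), the cell cycle list in sh-1 (median -0.21, adjusted p from 9.23e-09 to 0.0502), the inositol phosphatases and AKT pathway list in sh-1 (median 0.14, adjusted p from 6.41e-04 to 0.108) and the fatty acid and sterol synthesis list in sh-2 (median -0.35, adjusted p from 1.52e-04 to 0.370) no longer passed, at the highest adjusted p of each. Under quantile normalization, the last of these had a median of -0.22 (adjusted p = 0.0588 from limma's camera) and did not pass; the cause was not tested. The inositol phosphatases and AKT pathway list in sh-2 ranged from 0.109 to 0.154 with each library left out, and passed without NT replicate 2, at 0.146, and without sh-2 replicate 1, at 0.154.

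For single genes, 2380 alternative values over 128 combinations of gene and clone were computed, of which 2347 stayed on their side of the threshold, in the same direction where called, 27 were no longer called, 5 became called and 1 was called in the other direction. That value was AKT2 in sh-2, at 0.21 under quantile normalization, and the cause was not tested. Values near 0 that were not called, such as those of PHLPP2, also changed sign under some alternatives. Genes with low values could not be tested under the stricter minimums, and a second entry of a symbol has no value with 1 entry per symbol. Low values can rest on few reads, and the number of reads behind them was not estimated here.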

Differences from the paper's values

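Apart from the alternatives with 1 entry per gene symbol and without small RNA genes, and the look at which table genes the alternatives call, the tests in this part were set before the data were examined and none was chosen after the result was seen.

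The paper reports 187 common upregulated and 232 common downregulated genes, against 1342 and 1584 here. None of the alternatives came within 1.5 times the paper's counts: with a change of at least 2-fold the counts fall below them, at 93 and 110, and under all others they lie above.

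Among the genes picked for naming, the log2 fold changes below are those of the paper's Supplementary Table 4 that differ from the values here by more than the standard error of the change here, which with 2 libraries per group equals the moderated replicate SD of the gene from limma. The other genes of that table were compared by direction and call. For NTNG1, the paper's log2 fold change is 2.17 in sh-1 and 3.66 in sh-2, against 1.83 and 3.49 here, and the value came within the error under a pseudocount of 0.01 for sh-2, but under no alternative for sh-1. For ACOT7, the paper's log2 fold change is -0.61 in sh-1 and -1.47 in sh-2, against -0.53 and -1.39 here, and the value came within the error without NT replicate 1 for sh-1, and without NT replicate 1 for sh-2. For GSTO1, the paper's log2 fold change is -0.53 in sh-1 and -1.24 in sh-2, against -0.48 and -1.13 here, and the value came within the error under median scaling and quantile normalization and without NT replicate 1 or sh-1 replicate 2 for sh-1, but under no alternative for sh-2. For CPT1A, the paper's log2 fold change is -1.30 in sh-2, against -1.38 here, and the value came within the error under median scaling. For ACADS, the paper's log2 fold change is 0.59 in sh-1, against 0.66 here, and the value came within the error under quantile normalization and without NT replicate 1. For ACPP, the paper's log2 fold change is 1.49 in sh-1 and 1.30 in sh-2, against 1.60 and 1.41 here, and the value came within the error under a pseudocount of 1 and quantile normalization and without NT replicate 1 for sh-1, and under a pseudocount of 1 and without NT replicate 1 for sh-2. For HADH, the paper's log2 fold change is -0.68 in sh-2, against -0.63 here, and the value came within the error without NT replicate 1 or sh-2 replicate 2. For GSTA1, the paper's log2 fold change is 1.56 in sh-1, against 1.36 here, and the value came within the error without NT replicate 1. For GSTA4, the paper's log2 fold change is 0.87 in sh-1, against 0.81 here, and the value came within the error under a pseudocount of 0.01 and without NT replicate 2 or sh-1 replicate 2. For ELOVL5, the paper's log2 fold change is 0.52 in sh-1 and 1.11 in sh-2, against 0.42 and 1.05 here, and the value came within the error under median scaling for sh-2, but under no alternative for sh-1. For AZGP1, the paper's log2 fold change is -1.36 in sh-1 and -2.78 in sh-2, against -1.28 and -2.60 here, and the value came within the error without NT replicate 1 for sh-1, but under no alternative for sh-2. For CLDN23, the paper's log2 fold change is -0.74 in sh-1 and -0.57 in sh-2, against -0.66 and -0.51 here, and the value came within the error under a pseudocount of 0.01 and median scaling and without NT replicate 1 or sh-1 replicate 1 for sh-1, and under a pseudocount of 0.01 and quantile normalization and without NT replicate 1 or sh-2 replicate 1 for sh-2. For CLU, the paper's log2 fold change is -2.06 in sh-1 and -3.20 in sh-2, against -2.23 and -2.90 here, and the value came within the error under quantile normalization and without NT replicate 2 for sh-1, but under no alternative for sh-2. For NCOA2, the paper's log2 fold change is 0.51 in sh-2, against 0.58 here, and the value came within the error under a pseudocount of 1 and without NT replicate 2 or sh-2 replicate 2. For NLGN4X, the paper's log2 fold change is 1.76 in sh-2, against 1.69 here, and the value came within the error under a pseudocount of 0.01 and median scaling. For ETV1, the paper's log2 fold change is 6.60 in sh-1 and 4.88 in sh-2, against 6.39 and 4.73 here, and the value came within the error under a pseudocount of 0.01 for sh-1, and under median scaling and quantile normalization and without NT replicate 2 or sh-2 replicate 1 for sh-2. For SLC22A3, the paper's log2 fold change is -8.68 in sh-1 and -6.80 in sh-2, against -7.26 and -6.36 here, and the value came within the error under a pseudocount of 0.01 for sh-2, but under no alternative for sh-1. Under the other alternatives, each of these values still differed.

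For the following values, no alternative came within the error. For GSTM3, the paper's log2 fold change is -0.93 in sh-2, against -0.78 here. For CADM1, the paper's log2 fold change is 1.55 in sh-1, against 1.02 here. For MUT, the paper's log2 fold change is 0.51 in sh-1, against 0.44 here. For MEST, the paper's log2 fold change is -9.42 in sh-1 and -4.13 in sh-2, against -6.91 and -4.75 here.

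The paper does not count INPP5K as significantly changed in both clones in its sequencing data, though it also shows increased INPP5K mRNA in the knockdown cells. Here INPP5K was called higher in both, at 0.61 and 1.00, and under none of the alternatives run was either call lost. More genes were called in both clones here than in the paper, so this call does not contradict the paper's. The discussion names CLU among androgen-regulated genes with increased expression. Here CLU was lower in both clones, at -2.23 and -2.90, as in the paper's own table, while KLK3 was higher in both, at 1.41 and 0.40. The text speaks of 2 significant pathways, whereas the paper's table lists 4 KEGG terms with a p under 0.05, the other 2 of which consist of the glutathione transferase genes or of these and NAT1. Of the genes of Supplementary Table 4 tested here, 8 were not called in both clones in the table's direction. Between 1 and 3 of them were called under each of a pseudocount of 1 or 0.01, no minimum FPKM, quantile normalization, limma without trend, robust limma, separate fits of each clone, the replicate block and each of the 6 settings without 1 library, and 5 without small RNA genes, an alternative chosen after seeing the values, and 2 were called under no alternative, GP1BA and TAOK1. For TAOK1 the table gives 0.52 and 0.42, against 0.09 in sh-1 and -0.12 in sh-2 here, the latter in the other direction, and for ETNK2 the table gives -1.41 and -1.58, against -0.41 and -0.77 here.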

Other observations

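The tests here that were chosen after the results were seen are 3. They are the comparison of the common genes with the remaining CPT1A mRNA, the count of genes with 1 group far from both others, and the exact tests of Supplementary Table 4 genes by region.

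Of the 2926 genes changed in the same direction in both clones, 28.0% changed more in sh-1, the clone with less CPT1A mRNA, so the size of most changes does not follow the remaining CPT1A mRNA. Under quantile normalization the share was 27.4%, which argues against the scaling of the libraries. An effect of either shRNA outside CPT1A was not tested.

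In some genes, 1 of the 3 groups lies at least 8-fold above or below both others. Without small RNA genes, the group apart was NT in 15 genes, sh-1 in 11 and sh-2 in 21, so NT made up 31.9% of them. With small RNA genes, the numbers were 77, 67 and 74, and the share of NT was 35.3%, and the share without them was taken as the test after both had been seen. An even split gives 33.3%, but the share comes from few genes and was not tested against it. The clones also differ this much from each other. A candidate explanation for many of the largest differences from NT is a difference between the cell populations other than the knockdown. The share does not say which single genes this concerns, and the 2 shRNAs remain a biological difference between the clones that was not tested.

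The genes of Supplementary Table 4 are not spread evenly over the regions with shifted values. Of its tested genes, 42 of 161 higher and 5 of 199 lower genes lie on chromosome 6 beyond the change points (two-sided Fisher's exact test, p = 1.35e-11), and 11 higher and 0 lower genes lie on chromosome 21 (p = 1.18e-04, same exact test). The stretch of chromosome 6 thus holds 26.1% of the higher genes of the table that were tested here and 2.67% of all genes tested. Chromosome 13, with median log2 fold changes of -0.15 in sh-1 and -0.42 in sh-2, holds 3 higher and 17 lower genes (p = 0.00539, same exact test). Neighbouring genes are not independent, and the regions were chosen after their values were seen. Chromosome 22 had medians of -0.21 and -0.33.

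Among the largest opposite changes were those of SLC16A3, with a log2 fold change of 2.45 in sh-1 and -2.21 in sh-2, CXCL10, with 1.99 and -2.51, PRSS1, with -2.75 and 3.10, SPAG16, with -3.99 and 2.71, and PCDHB15, with -2.37 and 2.44. SPAG16 is listed at 0 in both sh-1 libraries. The call of CXCL10 in sh-1 was lost without NT replicate 1, NT replicate 2, sh-1 replicate 1 or sh-1 replicate 2, at 1.99, 1.99, 2.06 and 1.93, and that in sh-2 without NT replicate 1 or NT replicate 2, at -2.51 and -2.51. It was also lost in sh-1 under a pseudocount of 0.01, no minimum FPKM, limma without trend and robust limma, at adjusted p of 0.288, 0.0687, 0.0641 and 0.0845 from limma. The value in sh-2 was -3.45 without sh-2 replicate 1 and -1.57 without sh-2 replicate 2, which hold 0.269 and 0 FPKM. The interferon response list had a median log2 fold change of 0.12 in sh-1 and 0.13 in sh-2 (adjusted p = 0.580 and 0.318 from limma's camera), with a mean in sh-2 of -0.05, opposite in sign to its median and test. Of its 25 genes, 10 in sh-1 and 19 in sh-2 were changed when adjusted over the list alone and 10 and 18 over all genes tested. IFITM1 is listed at 0 in both sh-2 libraries, against a mean of 3.40 FPKM in NT, and ISG20 and ISG15 had log2 fold changes of 0.88 and -0.75 in sh-2. In the glutathione metabolism list, RRM1 had -0.33 and -1.34, and CHAC1 -0.57 and 1.93.

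Over the 11693 genes with a GC content and length, the Spearman correlation of the log2 fold change across genes, which are not independent replicates, was -0.0837 in sh-1 and -0.127 in sh-2 with GC content, and 0.139 and 0.164 with transcript length.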
